# Transcriptional analysis of degenerate strain *Clostridium beijerinckii* DG-8052 reveals a pleiotropic response to CaCO_3_-associated recovery of solvent production

**DOI:** 10.1038/srep38818

**Published:** 2016-12-14

**Authors:** Shengyin Jiao, Yan Zhang, Caixia Wan, Jia Lv, Renjia Du, Ruijuan Zhang, Bei Han

## Abstract

Degenerate *Clostridium beijerinckii* strain (DG-8052) can be partially recovered by supplementing CaCO_3_ to fermentation media. Genome resequencing of DG-8052 showed no general regulator mutated. This study focused on transcriptional analysis of DG-8052 and its response to CaCO_3_ treatment via microarray. The expressions of 5168 genes capturing 98.6% of *C. beijerinckii* NCIMB 8052 genome were examed. The results revealed that with addition of CaCO_3_ 565 and 916 genes were significantly up-regulated, and 704 and 1044 genes significantly down-regulated at acidogenic and solventogenic phase of DG-8052, respectively. These genes are primarily responsible for glycolysis to solvent/acid production (*poR, pfo*), solventogensis (*buk, ctf, aldh, adh, bcd*) and sporulation (*spo0A, sigE, sigma-70, bofA*), cell motility and division (*ftsA, ftsK, ftsY, ftsH, ftsE, mreB, mreC, mreD, rodA*), and molecular chaperones (*grpE, dnaK, dnaJ, hsp20, hsp90*), etc. The functions of some altered genes in DG-8052, totalling 5.7% at acidogenisis and 8.0% at sovlentogenisis, remain unknown. The response of the degenerate strain to CaCO_3_ was suggested significantly pleiotropic. This study reveals the multitude of regulatory function that CaCO_3_ has in clostridia and provides detailed insights into degeneration mechanisms at gene regulation level. It also enables us to develop effective strategies to prevent strain degeneration in future.

Solventogenic *Clostridium* species are unique natural occurring microorganisms capable of performing acetone-butanol-ethanol (ABE) fermentation with butanol as the major metabolite. One challenge with industrial ABE fermentation by solventogenic *Clostridia* is strain degeneration due to repeated subculture or continuous fermeantion, which often leads to significantly reduced fermentation efficiency and even predetermined fermentation^1^,^2^. Another cause of strain degeneration is bacteriophage infection due to which many industrial ABE fermentation processes were compromised in early 20th century^3^. Over the past three decades, extensive research were carried out to find solutions for overcoming *Clostridia* strain degeneration. It was reported that addition of sodium acetate to MP2 medium could prevent degeneration in *Clostridium beijerinckii* NCIMB 8052 and BA101, a solvent-hyperproducing mutant derived from 8052^4^; Recently, in hyper-butanol producing *C. acetobutylicum* JB200, the integrated gas stripping to remove product during fermentation was found to increase butanol productivity without culture degeneration^5^,^6^.

Degenerate solventogenic *Clostridium* strains are known to partially or completely lose their capability to catabolize acetic acid and butyric acid generated at acidogenic phase for ABE production at the following solventogenic phase. The resulting acid accumulation exerts a strong stress to degenerate strains, eventually leading to cell death/lysis and cease of solvent production^7^,^8^. The degeneration mechanism varies among *Clostridium* strains. *C. acetobutylicum* (ATCC 824) is degenerated as a result of the loss of the mega-plasmid pSOL1 which harbours *sol* operon (*aad*-*ctfA*-*ctfB*) expressing alcohol/aldehyde dehydrogenase and CoA transferase responsible for the acid uptake^9^. For *C. saccharoperbutylacetonicum*, a degenerate strain is identified with a defect in genes encoding for enzymes responsible for the NADH formation from the catabolism of pyruvate^10^. *C. beijerinckii* NCIMB 8052 has all the genes responsible for ABE fermentation in the genome, and more degenerate variants of *C. acetobutylicum* was found than *C. acetobutylicum* (ATCC 824)^4^. During ABE fermentation, CaCO_3_ has been shown to stimulate sugar utilization, butanol production, and butanol tolerance^11^. We reported previously that CaCO_3_ could enhance ABE fermentation in both the wild type *C. beijerinckii* strain (NCIMB 8052) and degenerate one. The proteomic analysis results showed that key cellular processes, such as sugar transport, butanol tolerance, and solventogenesis were influenced by the addition of CaCO_3_^12^,^13^.

The objective of this study is to elucidate the regulation mechanism of calcium on the degenerate strain of *C. beijerinckii* NCIMB8052 by transcriptional analysis. We first compared the differences between the whole genomes of DG-8052 and WT-8052 using a genome resequencing strategy, and then compared the abundance of transcription of genes in CaCO_3_ treated and untreated DG-8052, especially in ABE fermentation, cell division and spore forming. This study is expected to provide possible strategies in engineering *C. beijerinckii* NCIMB 8052 to prevent strain degeneration and improve ABE fermentation.

## Results and Discussion

### Effect of CaCO_3_ on cell growth of DG-8052

In solventogenic *Clostridium* species, the spore development (sporulation) is usually accompanied with solvent production. Usually, during the acidogenic phase, cells in most cultures consist of straight, short or long rods with round ends (Fig. 1A). Towards the end of exponential growth the rod-shaped cells typically begin to accumulate granulose, assuming a swollen cigar-shaped clostridia form, and produce extracellular slime or capsules (Fig. 1B)^14^,^15^. In contrast, DG-8052 showed a large proportion of non-split and elongated straight rod cells (8–10 μm × 0.8 μm at acidogenic phase, 8–12 μm × 0.8 μm at solvetogenic phase) (Fig. 1C and D). DG-8052 only retained little capability of solvent production, having very small amounts of solvents produced (0.10 g/l acetone, 0.19 g/l ethanol and 0.58 g/l butanol) during 48 hours or longer culture period^13^. Similar phenomena were observed with a degenerate strain *C. acetobutylicum* M5 which lost the capability of sporulation and solvent production^8^. Our previous study indicated that CaCO_3_ played an important role in improving the performance of DG-8052 on cell growth, glucose utilization, and solventogenesis. With the addition of 4 g/l CaCO_3_, the solventogenesis was partially recovered, reaching 1.94 g/l acetone, 0.25 g/l ethanol and 5.44 g/l butanol throughout the fermentation period of 60 h^13^. In addition, the DG-8052 growing in the media supplement with CaCO_3_ appeared to have short rod-like morphology (2–6 μm × 0.8 μm) (Fig. 1E and F), resembling those of the wide type one much, especially at the exponential phase. The morphological change along with partially restored solventogenic capability indicated that CaCO_3_ was beneficial to *C. beijerinckii* DG-8052.

### Overall gene transcription dynamics

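Cells of *C. beijerinckii* DG-8052, a degenerate solvent-producing strain, were collected at 12 h (acidogenic phase) and 24 h (early solventogenic phase) from P2 medium with 4 g/l CaCO_3_ and from P2 medium alone. cDNA of the CaCO_3_ culture was labelled with Cy5 and cDNA of the culture without CaCO_3_ with Cy3, and both were hybridized to the same 2-colour array. There were 3 arrays for each time point, 6 in all, and the dyes were not exchanged between arrays. All of them lay on 1 slide and were read in 1 scan. The authors deposited the scanner output of each array, with an intensity for each spot and dye, and a value for each gene and array that they had normalized themselves. From the spot intensities, the local background was removed by the normexp method with an offset of 50, the dyes were balanced within each array by loess, the spots of each gene were averaged, and the ratio of Cy5 to Cy3 was taken as a log2 value. A positive log2 ratio stands for a higher transcript level with CaCO_3_. Each gene was fitted with limma over all 6 arrays, with one mean for each time point. A gene was called up-regulated or down-regulated when its mean log2 ratio was above 1 in size and its Benjamini-Hochberg adjusted p was under 0.05. Values given with ± are the mean log2 ratio and the SD between arrays, and every adjusted p comes from limma. The median spot intensity of the genes on the 12 h arrays was 1040, 1213 and 1299 for Cy5 and 947, 974 and 1067 for Cy3. On the 24 h arrays it was 593, 683 and 935 for Cy5 and 878, 1062 and 1231 for Cy3. No spot was saturated on any array (0 spots). Background correction can alter the ratios of dim spots, loess can alter ratios at any brightness, and a bias of one dye for a single probe cannot be removed without a dye exchange.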

Transcriptome profiles of DG-8052 treated with and without CaCO_3_ were compared by microarray analysis. Since ABE fermentation is a biphasic process, gene expressions were compared at acidogenic phase and solventogenic phase, respectively. Total 5168 genes capturing 98.6% of the *C. beijerinckii* NCIMB 8052 genome were examed (Fig. 2). 

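The arrays carried 15208 spots, and 5168 genes were measured, 4872 of them in 3 spots and 296 in 2 spots. Between 3.41% and 4.44% of the spots of an array were marked as outliers by the scanner software, and these were left out unless all spots of a gene were marked. The share of genes whose signal was well above background lay between 83.4% and 90.6% for Cy5. For Cy3 it lay between 71.9% and 94.9%, with the lowest share on replicate 1 of the 24 h arrays. Across genes, which are not independent replicates, the log2 ratios of the arrays correlated with Pearson's r of 0.90 to 0.94 within 12 h and of 0.97 to 0.99 within 24 h. Between a 12 h and a 24 h array, r was 0.56 to 0.61. The number of arrays at each time point limits the precision of all gene values.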

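In limma's test, 723 of the 5168 genes were called up-regulated with CaCO_3_ at 12 h and 1020 at 24 h. Of these, 430 genes were called up-regulated at both time points. The alternative that moved the 12 h count most was a t-test on each gene with Benjamini-Hochberg adjustment, which called 400, and the 24 h count fell furthest, to 729, where both dyes had to be above background (3634 genes tested), and rose furthest, to 1127, with the values normalized by the authors. With each array left out in turn, the counts stayed between 717 and 739 at 12 h and between 990 and 1051 at 24 h. The difference between the time points was tested as well, and 822 genes had a log2 ratio that was higher at 24 h than at 12 h by the same thresholds.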

With the addition of CaCO_3_, DG-8052 had 565 and 916 genes significantly up-regulated at acidogenic phase and solventogenic phase, respectively (Additional file Table S3A, S3C). According to the enrichment analysis of GO terms and KEGG pathway, these genes were significantly overexpressed in terms of cellular functions such as amino acid transport and metabolism, organic acid biosynthetic process, and bacteria chemotaxis (Table 1, Fig. 3). Significantly down-regulated 704 and 1044 genes at acidogenic phase and solventogenic phase, respectively (Additional file Table S3B, S3D) had primary functions in ion transmembrane transport, ATP synthesis, and oxidative phosphorylation (Table 1, Fig. 3). 

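The log2 ratios gave 621 down-regulated genes at 12 h and 817 at 24 h, and 321 genes were called down-regulated at both time points. Leaving out single arrays changed the number to between 596 and 653 at 12 h and to between 765 and 848 at 24 h. With the authors' normalized values in place of the normexp and loess values, the numbers rose to 954 and 1194, and down-regulated genes then outnumbered up-regulated genes at both time points. Up-regulated genes made up 53.8% of the calls at 12 h and 55.5% at 24 h, against 45.9% and 48.6% with the authors' normalized values. A lower log2 ratio at 24 h than at 12 h was found for 743 genes.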

The COG (Clusters of Orthologous Groups) distribution for these up- and down-regulated genes in the transcriptome was determined (Additional file Table S2). Not all of the regulated genes had known function, and COG analysis revealed that 292 and 425 regulated genes at acidogenisis and solventogensis, respectively, had unspecified functions. The differentially expressed genes are described in detail in the latter sections.

At proteomic level, it was found that 3% detected proteins changed in DG-8052, resulting in corresponding morphological and physiological changes; moreover, the addition of CaCO_3_ partially recovered the metabolism, including solvent production, spore formation, and carbon utilization, and there had only about 0.7% detected proteins changed^12^. Transcriptomic data will help to reveal the responses of this bacterium to CaCO_3_, and expatiate on the mechanisms that CaCO_3_ contributed to the up-regulation of ABE fermentation in degenerate *Clostridium* strain.

### Solvent production

CaCO_3_ can improve solvent production in both WT-8052 and DG-8052 strains with higher transcription and expression of solvent producing pathway-related enzymes^12^,^13^. 

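Butyrate kinase Cbei_4609 had a log2 ratio of 0.15 ± 0.31 (SD, n = 3) at 12 h, a mean 1.11-fold difference that was within the spread between the arrays (adjusted p = 0.37). Both dyes were well above background on all 3 arrays. Its value moved most when each array was centred on its median in place of loess, to 0.35, which also left it uncalled.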

At the acidogenic phase, the addition of CaCO_3_ increased the expression level of genes encoding acids producing enzymes (butyrate kinase Cbei_4609) expressed (+6.05) in the DG-8052 culture (Fig. 3A, Additional file Table S5A). Enough amounts of acetic acid and butyric acid accumulated, then they were re-assimilated and converted into acetyl-CoA and bytyryl-CoA, respectively, by CoA-transferase^16^. The corresponding ORFs of CoA-transferase (Cbei_2040, Cbei_3278, Cbei_3833 and Cbei_3834) showed different transcription. When CaCO_3_ added, Cbei_3833 and Cbei_3834 showed no obviously expressing change at both acidogenisis and solventogensis, while Cbei_2040 and Cbei_3278 showed up-regulated fold change from +3.40, +3.99 (acidogenisis) to +4.69, +12.99 (solventogensis), separately. 

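The log2 ratio of Cbei_3278 rose from 2.07 ± 0.18 (SD, n = 3) at 12 h to 3.69 ± 0.14 at 24 h, a difference of 1.62 between the time points (adjusted p = 7.3e-05). These ratios were 4.21-fold and 12.9-fold. Cbei_2040 was called up-regulated at both times, 2.62-fold at 12 h (1.39 ± 0.38) and 2.8-fold at 24 h (1.48 ± 0.46), and its 24 h value rests in part on dim spots, because Cy3 was above background on 2 of 3 arrays. Its change between the times, 0.09, was small beside the SDs (adjusted p = 0.79). Cbei_3833 stayed at -0.21 ± 0.41 and 0.13 ± 0.22, and Cbei_3834 at -0.30 ± 0.33 and -0.01 ± 0.27, with adjusted p between 0.11 and 0.94 for these 4 values.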

The regulation mechanism of sharp increased expression of CoA-transferase in DG-8052 with CaCO_3_ is still unknown. It may be because of the effects of Ca^2+^ and the buffering capacity of CaCO_3_ to the fermentation media^12^,^13^. The acetyl-CoA acetyltransferase (Cbei_3630) showed increased transcription while Cbei_0411 showed decreased transcription, and there had 86% similarity in their amino acid sequences, which may cause the different sensitivity to CaCO_3._ The transcription of 3-hydroxybutyryl-CoA dehydrogenase (Cbei_0325), 3-hydroxybutyryl-CoA (Cbei_0324) and butyryl-CoA dehydrogenase (Cbei_0322) was not changed significantly by the addition of CaCO_3_ to the DG-8052 culture.

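Transcription of Cbei_3630 was 2.15-fold higher with CaCO_3_ at 12 h and 5.47-fold at 24 h, with log2 ratios of 1.11 ± 0.21 (SD, n = 3) and 2.45 ± 0.15 that differed between the times (adjusted p = 2.3e-04). Cbei_0411 had -0.50 ± 0.24 at 12 h, short of a 2-fold difference, and -1.41 ± 0.02 at 24 h (adjusted p = 8.2e-06). With median centring its 24 h value was -0.73 and the call was lost. For Cbei_0325, Cbei_0324 and Cbei_0322 the log2 ratios at 12 h were 0.32, -0.39 and -0.05, and at 24 h 0.00, -0.32 and -0.42, none of them called. Under median centring alone, Cbei_0325 was called up-regulated at 12 h (1.25).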

It is reported that phosphoenolpyruvate (PEP), pyruvate, and acetyl-CoA form three main key nodes in the flux distribution^17^. In solvetogenic *clostridia*, glucose is converted into pyruvate via glycolysis accompanied with 2 ATP and 2 NADH, and the produced pyruvate is further converted into acetyl-CoA for the production of acetic and butyric acid at acidogenic phase. It had no significant difference in transcription of enzymes responsible for acid production and subsequent conversion to acetyl-CoA and butyryl-CoA between the DG-8052 cells with and without CaCO_3_. Thus, the increased production of solvent may be attributed to either the up-regulated aldehyde dehydrogenase and alcohol dehydrogenase, or the high amount of reaction substrate (acetyl-CoA). 

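Fig. 5A places Cbei_1164 and Cbei_1165 at the formation of acetic acid and Cbei_4609 and Cbei_4899 at that of butyric acid. At 24 h none of the 4 genes was called, and their log2 ratios lay between -0.81 (Cbei_4609, SD 0.24, n = 3) and -0.03 (Cbei_4899). At 12 h, Cbei_1164 (-1.29 ± 0.16, adjusted p = 1.4e-05), Cbei_1165 (-1.23 ± 0.21) and Cbei_4899 (-1.04 ± 0.20) were called down-regulated, by 2.44-fold, 2.34-fold and 2.05-fold. The calls of Cbei_1164 and Cbei_1165 were lost under median centring (-0.42 and -0.29), and that of Cbei_4899 when either replicate 1 or replicate 2 of 12 h was left out (-0.99 and -0.97). From 12 h to 24 h, the log2 ratio of Cbei_1165 rose by 1.04 (adjusted p = 0.0023) and that of Cbei_4899 by 1.00 (adjusted p = 6.4e-04), and both rises were called.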

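For the conversion of pyruvate to acetyl-CoA, the arrays give values for pyruvate synthase (Cbei_2063) and 3 pyruvate/ferredoxin oxidoreductase genes (Cbei_1853, Cbei_1458 and Cbei_4042). The largest of them was Cbei_1458 at 24 h, with a log2 ratio of 4.37 ± 0.23 (SD, n = 3) or 20.7-fold (adjusted p = 4.1e-08). At 12 h it was 0.60 ± 0.19, and the rise between the times was 3.77 (adjusted p = 4.1e-06). Cy3 of this gene was above background on 2 of 3 arrays at both times, so its fold depends on how dim spots are treated, and with the authors' normalized values it was called at 12 h too (1.01). Cbei_1853 was called up-regulated at both times, 1.47 ± 0.12 at 12 h and 2.62 ± 0.08 at 24 h. Cbei_2063 rose from 0.30 ± 0.42, which was not called, to 1.62 ± 0.20 (adjusted p = 3.2e-05). Cbei_4042 reached 0.97 ± 0.15 at 12 h and 0.94 ± 0.12 at 24 h, just short of 2-fold and without Cy3 above background on 1 of 3 arrays at 24 h. Several alternatives called it, among them the scanner software's processed signals at both times (1.38 and 1.64).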

We found in DG-8052 supplied with CaCO_3_, pyruvate synthase (Cbei_2063), puryvate/ferredoxin oxidoreductase (Cbei_1853, Cbei_1458, Cbei_4042) were all up-regulated at acidogenisis and solventogensis, and Cbei_1458 had a maximum fold change of 41.18 at solventogenisis (Figs 4 and 5A, Additional file Table S5A), which may result in high concentration of acetyl-CoA. Energy and reducing power (NADH/NADPH) has been reported to have a significant influence on cell growth, metabolism and solvent production^14^. The problem with formation of NADH from pyruvate^10^ was report to lead to degeneration of *C. saccharoperbutylacetonicum*. CaCO_3_ appeared to increase high level of NADH accompanied with increased producing of Acetyl-CoA from pyruvate, which could contribute to some restored functions of DG-8052. Further study is needed to verify the positive effects of CaCO_3_ on the formation of NADH.

Aldehyde dehydrogenase was reported to play key roles in primary alcohol production of *C. beijerinckii* 8052^18^,^19^. 

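Cbei_1722 had a log2 ratio of -0.82 ± 0.13 (SD, n = 3) at 12 h and -3.95 ± 0.08 at 24 h, and Cbei_2181 had -0.96 ± 0.39 and -3.49 ± 0.16. Neither gene passed the 2-fold threshold at 12 h, although Cbei_2181 passed it with the authors' normalized values and the software's processed signals (-1.09), with scale normalization (-1.05) and without replicate 3 of 12 h (-1.13). Both were called down-regulated at 24 h, 15.4-fold (adjusted p = 2.7e-08) and 11.2-fold (adjusted p = 2.7e-07), and the fall between the times was larger than the spread between arrays (-3.13 and -2.53).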

Cbei_1722 and Cbei_2181 in DG-8052 with 94–99% amino acid sequence identical to that of *adhA* and *adhB*, showed no change in their expression in response to CaCO_3_. 

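Among the 3 aldehyde dehydrogenase genes Cbei_2518, Cbei_0305 and Cbei_4936, the last had the largest ratio, 122-fold at 12 h (6.93 ± 0.41 (SD, n = 3)) and 32.4-fold at 24 h (5.02 ± 0.11). The fall of -1.91 on the log2 scale between the times exceeded the spread between arrays (adjusted p = 1.6e-04). Cbei_2518 showed 4.38-fold and 4.97-fold (2.13 ± 0.16 and 2.31 ± 0.40), and Cbei_0305 2.74-fold and 2.98-fold (1.46 ± 0.27 and 1.58 ± 0.07). For these 2 genes the time points did not differ (adjusted p = 0.5 and 0.57). At 24 h, Cy3 of Cbei_4936 and of Cbei_0305 was above background on 2 of 3 arrays.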

The aldehyde dehydrogenase (Cbei_2518, Cbei_0305 and Cbei_4936) showed up-regulation folds from +4.33, +3.36, +164.7 (acidogenisis) to +4.83, +4.01, +39.86 (solventogensis), separately. 

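The alcohol dehydrogenase gene Cbei_1937 was 117-fold higher with CaCO_3_ at 12 h (6.87 ± 0.37 (SD, n = 3)) and 8.08-fold at 24 h (3.01 ± 0.25), where Cy3 was above background on 2 of 3 arrays. Its log2 ratio was lower at 24 h than at 12 h (-3.86, adjusted p = 8.2e-06), as was that of Cbei_4354, which went from 3.04 ± 0.23 to 1.65 ± 0.08 (adjusted p = 1.7e-04). Cbei_4552 was called up-regulated at both times with 1.86 ± 0.34 and 2.04 ± 0.33, and its change between them was not larger than the spread (adjusted p = 0.52).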

Alcohol dehydrogenase (Cbei_4552, Cbei_4354 and Cbei_1937) were also all up-transcripted from +3.42, +8.44, +159.77 (acidogenisis) to +5.31, +3.0 +11.52 (solventogensis), separately. There were 12 aldehyde dehydrogenase encoded genes and 25 alcohol dehydrogenase encoded genes in *C. beijerinckii* NCIMB 8052, suggesting the great potential for the solvent production in this bacterium. Most of these genes were induced at the early acidogenic phase and highly expressed in the solventogenic stage (Additional file Table S5A). Our previous report revealed the broader effects of calcium at the cellular and protein levels on carbohydrate utilization, acids uptake, butanol production and tolerance in ABE production by *C. beijerinckii* NCIMB 8052^12^. The metal-driven stimulatory effects on ABE production were somehow multifactorial and multifunctional due to the complex metabolic network of *clostridia*^20^. The specific functions of different aldehyde dehydrogenase and alcohol dehydrogenase genes in *C. beijerinckii* NCIMB 8052 and different transcription in DG-8052 required further investigation.

### Sugar transporter and metabolism

Our previous report indicated that the DG-8052 could metabolite more glucose when supplied with CaCO_3_ during the batch fermentation. The phosphoenolpyruvate-dependent phosphotransferase system (PTS) is the predominant sugar uptake pathway in *C. beijerinckii*^21^. In *C. beijerinckii* 8052, EI (enzyme I, Cbei_0196) and HPr (heat stable, histidine-phosphorylatable protein, Cbei_1219), phosphorylate the sugar in the cytoplasm, which were all down-regulated in DG-8052 when supplied with CaCO_3_. 

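Enzyme I (Cbei_0196) had a log2 ratio of -0.38 ± 0.57 (SD, n = 3) at 12 h, within the spread between arrays (adjusted p = 0.12), and -2.24 ± 0.24 at 24 h, a 4.73-fold decrease (adjusted p = 1.7e-05). HPr (Cbei_1219) had -0.62 ± 0.35 at 12 h and -1.57 ± 0.22 at 24 h, and only the latter, a 2.96-fold decrease, passed both thresholds. With median centring HPr had -0.96 at 24 h and was not called. The difference between the times was called for Cbei_0196 (-1.86, adjusted p = 7.5e-04) but for Cbei_1219 it stayed under 2-fold (-0.95, adjusted p = 0.0052).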

Except this, other sugar PTS transporters were all not affected, which may point out that in DG-8052, the genes related to carbohydrate metabolism pathways were not impacted by CaCO_3_, or the addition of CaCO_3_ did not affect PTS sugar transportation system (Fig. 4A,B, Additional file Table S5B). In *Cyanobacterium synechocystis* sp. PCC 6803, the sugar catabolic pathways were positive regulated by SigE^22^. Our results showed than compared with DG-8052 without CaCO_3_, SigE (Cbei_1120) got down-regulated by 2.76 and 4.79 folds in DG-8052 with CaCO_3_ (Additional file Table S5D). 

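*sigE* (Cbei_1120) gave -0.98 ± 0.10 (SD, n = 3) at 12 h, 1.97-fold lower with CaCO_3_ (adjusted p = 5.3e-05), and -1.36 ± 0.13 at 24 h, 2.56-fold lower (adjusted p = 5.2e-06). The 12 h value missed the 2-fold threshold narrowly and passed it under no background subtraction (-1.01), the scanner software's processed signals and the authors' normalized values (-1.46), median centring, scale normalization (-1.09) and without replicate 2 of 12 h (-1.03). The 2 time points differed by -0.38 (adjusted p = 0.045).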

And the down-regulated SigE may repress the sugar metabolism related genes.

However, not all carbohydrates are accumulated in PTS system, and there were a non-PTS system probably energized by the transmembrane proton gradient in *C. beijerinckii*^23^. In DG-8052 supplied with CaCO_3_, the increased transport of glucose accompanied with increased production of acetic and butyric acids, while those acids were converted into dissociated form and increased the transmembrane proton gradient. In *C. beijercinkii* CC101, which derived from NCIMB8052, the addition of citrate could inhibit cell growth by reducing the cells internal pH and proton motive force, and changing cell membrane permeability^24^. In our research, the supplied CaCO_3_ could convert the undissociated acids into dissociated form which reduced the acids stress to cell, while, the produced butyrate and acetate may contribute like citrate did in CC101, which may explain the partial recovery of ABE producing ability in DG-8052.

And it showed the non-PTS transport system contributed significantly to glucose uptake at solventogenic phase but not acidogenic phase^23^. In the present study we found in DG-8052, the putative ABC transport system including phosphate binding protein (Cbei_1127), phosphate ABC transporter permease (Cbei_1128, Cbei_1129), phosphate ABC transporter ATPase (Cbei_1130) were down-regulated at acidogenisis, but up-regulated at solventogenisis when supplied with CaCO_3_ (Fig. 4B, Additional file Table S5B). It may contribute to the higher transport of sugar in DG-8052 with presence of CaCO_3_.

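At 12 h the log2 ratios of the 4 transporter genes were -2.38 ± 0.49 (SD, n = 3) for Cbei_1127, -1.49 ± 0.47 for Cbei_1128, -1.35 ± 0.34 for Cbei_1129 and -1.21 ± 0.37 for Cbei_1130, all called down-regulated, with adjusted p of at most 1.5e-04. At 24 h they were 2.22 ± 0.13, 2.79 ± 0.14, 3.19 ± 0.13 and 3.93 ± 0.18, all called up-regulated, 4.67-fold for Cbei_1127 and up to 15.3-fold for Cbei_1130. Each gene changed between the time points on the log2 scale by far more than the spread between arrays, the least being 4.28 for Cbei_1128 (adjusted p = 7.2e-06) and the most 5.14 for Cbei_1130 (adjusted p = 3.3e-06). At 12 h, median centring left Cbei_1129 lower but under 2-fold (-0.79), as was Cbei_1130 at 12 h (-0.57), and the other 2 genes stayed called.

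**Figure D1:**
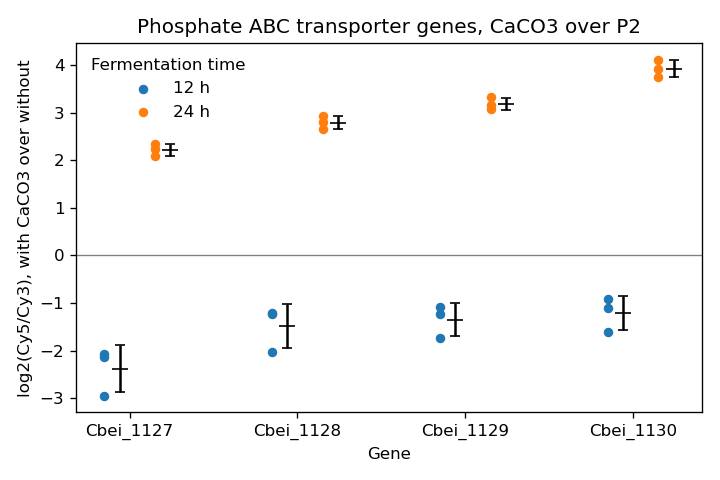
The vertical axis is log2(Cy5/Cy3), CaCO_3_ culture over P2 culture, of Cbei_1127, Cbei_1128, Cbei_1129 and Cbei_1130. Each point is 1 array (blue, 12 h; orange, 24 h), with the mean ± SD of 3 arrays in black beside it. All 12 h points lie under 0 and all 24 h points above it, with 24 h means from 2.22 to 3.93.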

Generally, glycolysis genes encoding enzymes for conversion of glucose to pyruvate were expressed at high levels to provide enough ATP for cell growth. At the generic level, expression of glycolysis pathway enzymes in DG-8052 cell were down regulated by adding CaCO_3_, except ROK family protein (Cbei_4565, Cbei_3517) and fructose-bisphosphate aldolase (Cbei_4551) (Fig. 4A). 

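Cbei_3517 was 3.26-fold higher with CaCO_3_ at 12 h (1.70 ± 0.22 (SD, n = 3)) and 19.3-fold at 24 h (4.27 ± 0.14), a rise beyond the spread between arrays (adjusted p = 1.1e-05). The other ROK family gene, Cbei_4565, was near 0 at 12 h (0.15 ± 0.08, adjusted p = 0.19) and called up-regulated at 24 h (1.77 ± 0.08, adjusted p = 7.4e-07). Fructose-bisphosphate aldolase Cbei_4551 was called at both times with similar values, 2.28 ± 0.22 and 2.04 ± 0.27 (adjusted p = 0.3 for the difference). The other glycolysis genes were not analysed here as a group, because the array files give locus tags and no gene products.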

Compared with the proteomic data, the translation of those down-transcript genes had no significant change in DG-8052 with and without CaCO_3_^13^. It may indicate the sugar could be transported into the cell via non-PTS system (ABC transporter), and metabolized by glycolysis.

### Amino acid biosynthesis/metabolism

Amino acids are key metabolites that reflect the intercellular status^25^. In general, biosynthesis of phenylalanine, tyrosine and tryptophan (cbe00400), valine, leucine and isoleucine (cbe00290) was apparently up-regulated (Fig. 3, Table 1, Additional file Table S5C). 

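The 6 genes Cbei_1749, Cbei_1750, Cbei_1752, Cbei_1753, Cbei_1754 and Cbei_1755 were all called up-regulated at 24 h, with ratios from 6.25-fold for Cbei_1749 (2.64 ± 0.06 (SD, n = 3)) to 8.21-fold for Cbei_1753 (3.04 ± 0.55). On the Cy3 side, 4 of the 6 (all but Cbei_1749 and Cbei_1755) were above background on 2 of 3 arrays at 24 h. At 12 h, Cbei_1749 (6.95-fold, SD 1.04 on the log2 scale) and Cbei_1750 (2.65 ± 0.89) were up-regulated as well, with wide spreads. Cbei_1752 was called at 12 h (1.14 ± 0.66) but lost the call without replicate 1 (0.80). Cbei_1754 (0.29 ± 0.28) and Cbei_1755 (0.19 ± 0.15) were not called at 12 h, and both rose by the later time (2.39 and 2.54, adjusted p = 2.9e-05 and 1.1e-05). Cbei_1753 was also not called at 12 h (0.63), with Cy3 above background on 1 of 3 arrays and Cy5 on 2 of 3, but it was with the authors' normalized values (1.03).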

Genes involved in phenylalanine, tyrosine, tryptophan biosynthesis (Cbei_1749, Cbei_1750, Cbei_1752, Cbei_1753, Cbei_1754, Cbei_1755) were up-regulated about 10-fold at solventogenisis. Genes involved in valine, leucine and isoleucine biosynthesis (Cbei_0212, Cbei_0213, Cbei_0217) were up-regulated about 20-fold at acidogenesis, and 3–18 fold at solventogenisis, along with their transporter genes (ABC transporter genes, Cbei_1762, Cbei_1763, Cbei_1764, Cbei_1766, Cbei_1767, 4–6 fold increased), which are the side pathways from glycolysis and pyruvate, separately.

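Cbei_0212 and Cbei_0213 were 15.1-fold and 17.1-fold higher at 12 h (log2 ratios 3.92 ± 0.61 (SD, n = 3) and 4.10 ± 0.36) and fell to 1.77 ± 0.22 and 2.00 ± 0.21 at 24 h, a fall larger than the spread (adjusted p = 4.3e-04 and 9.2e-05). Cbei_0217 went the other way, from 1.59 ± 0.87 or 3.01-fold at 12 h to 3.73 ± 0.22 or 13.2-fold at 24 h (adjusted p = 0.0019), with Cy3 above background on 2 of 3 arrays at 24 h. All 5 ABC transporter genes were called up-regulated at both times, 3.24-fold (Cbei_1767) to 5.88-fold (Cbei_1766) at 12 h and 3.70-fold (Cbei_1762) to 5.77-fold (Cbei_1764) at 24 h. None of the 5 was called different between the times. Cy3 of Cbei_1762 and Cbei_1767 was above background on 2 of 3 arrays at 24 h.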

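Fig. 5B draws Cbei_4517, Cbei_4518 and Cbei_4519 at the synthesis of arginine and proline. At 12 h their log2 ratios were -3.76 ± 0.35 (SD, n = 3), -4.34 ± 0.31 and -3.89 ± 0.14, and at 24 h -3.46 ± 0.17, -3.92 ± 0.05 and -3.49 ± 0.25. All 6 values were called down-regulated, with adjusted p of at most 2.1e-07, and no gene differed between the times (the smallest adjusted p was 0.074).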

The biosynthesis of arginine and proline (cbe00330), alanine, aspartate and glutamate (cbe00250) was down-regulated. 

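For Cbei_4515 and Cbei_4516 the log2 ratios were -3.84 ± 0.38 (SD, n = 3) and -4.35 ± 0.41 at 12 h and -4.36 ± 0.12 and -4.18 ± 0.15 at 24 h, equal to 14.4-fold and 20.4-fold, then 20.5-fold and 18.1-fold lower levels with CaCO_3_. Cbei_5074 was down-regulated less, 4.18-fold at 12 h (-2.06 ± 0.26) and 2.72-fold at 24 h (-1.44 ± 0.19), and its 24 h call was lost with median centring (-0.96). All 3 genes had both dyes well above background on every array.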

Genes involved in alanine, aspartate and glutamate (Cbei_4516, Cbei_4515, Cbei_5074) were down-regulated about 16 to 26-fold both at acidogensis and solventogenisis, which is the by-pathway of TCA. In *C. acetobutylicum*, arginine biosynthesis genes were often found to be strongly up-regulated under butyric acid stress and down-regulated under butanol stress, and it was suggested that arginine expression played an important role in metabolite stress^26^,^27^. In both WT-8052 and DG-8052 strains supplied with CaCO_3_, the produced butyric acid was neutralized to form butyrate by CaCO_3_, resulting in a balance in butyric acid and butyrate and decreased acid stress as well as improved butanol production^12^,^13^. It could be explained that biosynthesis of arginine and proline was down-regulated during the whole fermentation in DG-8052 when supplied with CaCO_3._ Additionally, the prevalence of this pathway suggests that wide type *C. beijerinckii* NCIMB 8052 was accumulating proline intracellularly to act as an osmoregulator, as was shown to occur previously in other bacteria, particularly gram-positive strains^27^. However, In DG-8052, the addition of CaCO_3_ broke down this osmoregulating balance, and the genes related in proline metabolism (cbe00330) were down-regulated.

With addition of CaCO_3_, DG-8052 could move towards solventogenisis, and begin to form spores, during which cells required more ATP, NADH and intermediate products. The biosynthesis of amino acid is the most energetically expensive pathway. On the other hand, reduced availability of metabolic energy might be involved in the reduced supply of the ‘expensive’ amino acids^28^. Therefore, DG-8052 cells metabolized glucose into pyruvate, which was in turn converted into acetyl-CoA, followed by entering acids/solvents pathway instead of TCA cycle, which may cause the up-regulation of phenylalanine, tyrosine, tryptophan, valine, leucine and isoleucine, and down-regulation of arginine, proline, alanine, aspartate and glutamate (Fig. 5B).

### Sporulation

The initiation of sporulation in *C. beijerinckii* 8052 was concurrent with the onset of solventogenisis. Sporulation is generally regulated by the transcription factor Spo0A both in bacilli and clostridia, which act as a switch from vegetative growth to sporulation^29^,^30^. Our results revealed the expression of *spo0A* (Cbei_1712) at acidogenic phase was down-regulated by 1.5 folds and further repressed at solventogenic phase 2.31 folds (Fig. 4F). 

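At 12 h *spo0A* had a log2 ratio of -0.61 ± 0.23 (SD, n = 3), 1.52-fold lower with CaCO_3_, which did not reach the 2-fold threshold (adjusted p = 0.0032). At 24 h it was -1.14 ± 0.23 or 2.2-fold lower and called (adjusted p = 6.7e-05), except that median centring gave -0.54 and no call. The further decrease of -0.53 between the times was under 2-fold (adjusted p = 0.034).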

Phosphorylated *spo0A* has been reported to activate transcription of some genes and represses transcription of other genes, which include the soloventogenic operon and multiple sporulation sigma factor genes in *C. acetobutylicum*^31^. Spo0A represses *abrB* gene, a repressor of sporulation genes, and initiates transcription of sporulation genes in *Bacillus sublitis* and *C. acetobutylicum*^32^. In DG-8052, there were 6 ORFs annotated as genes encoding AbrB family transcript regulator (Cbei_0088, Cbei_1757, Cbei_2219, Cbei_2270, Cbei_3375, Cbei_4885). 

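None of the 6 AbrB family genes was called at 12 h, and 1 of them was called at 24 h. This was Cbei_0088, which went from -0.69 ± 0.44 (SD, n = 3) to 1.67 ± 0.08 or 3.18-fold higher with CaCO_3_ (adjusted p = 2.3e-05, and adjusted p = 6.3e-05 for the difference between the times). Cbei_2219, whose Cy3 signal was above background on 2 of 3 arrays at either time, had 0.71 ± 0.25 at 12 h or 1.64-fold, and 1.16 with the authors' normalized values, which was called. Cbei_2270 had 0.02 ± 0.10 at 12 h and 0.47 ± 0.09 at 24 h, 1.38-fold higher, with Cy3 above background on 2 of 3 arrays at 24 h. Cbei_1757 (-0.99 ± 0.07 at 24 h) and Cbei_4885 (0.96 ± 0.12 at 12 h) were close to 2-fold and were called under several alternatives, with values of -1.14 and 1.38 under median centring, while Cbei_3375 was near 0 at 24 h (-0.01 ± 0.31).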

When supplied with CaCO_3_, Cbei_2219 had a 2.24 folds increase at acidogenic phase, while Cbei_0088 had a 3.06 folds increase at solventogenic phase, and Cbei_2270 had a 5.07 folds decrease at solventogenic phase. Although DG-8052 cells supplied with CaCO_3_ advanced its growth to solventogenisis, no complete spores were formed. We speculate that the incomplete sporulation was caused by down-regulation of *spo0A* and different regulation of AbrB family transcript regulators.

Sigma factor SigH, encoded by *spo0H*, is the earliest acting sporulation associated sigma factor in *B. subtilis* that controls genes in the transition phase^33^, and SigH regulates the expression of *spo0A*^34^. 

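Cbei_3569 and Cbei_3576, annotated as sigma-70, gave nearly equal values, -3.53 ± 0.03 (SD, n = 3) and -3.58 ± 0.07 at 12 h (11.6-fold and 12.0-fold lower with CaCO_3_) and -2.44 ± 0.07 and -2.47 ± 0.11 at 24 h (5.43-fold and 5.52-fold lower). The ratios of both were weaker at 24 h than at 12 h by more than the spread (adjusted p = 1.8e-04 and 2.2e-04). Cbei_0135 had -0.22 ± 0.29 at 12 h and -0.91 ± 0.11 at 24 h, and Cbei_3675 -0.82 ± 0.11 and -0.33 ± 0.22, with no value beyond 2-fold. The authors' normalized values called Cbei_0135 down-regulated at 24 h (-1.06) and Cbei_3675 at 12 h (-1.32), where median centring called it as well (-1.00).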

In this study, the expression of sigma-70 (Cbei_0135, Cbei_3569, Cbei_3576, Cbei_3675) were significant down-regulated in DG-8052 supplied with CaCO_3_ at acidogenisis and at solventogenisis, where Cbei_3569 and Cbei_3576 was highly repressed by −14.28, −14.65 at 12 h and −7.33, −7.60 at solventogenisis (Additional file Table S5D), which may result from the repressed expression of SigH.

As we reported before, when supplying CaCO_3_ to WT- 8052, the proteomic analysis showed a great increase in the expression of heat shock proteins (GrpE, +28.1; DnaK, +11.7) at early solventogensis stage^12^. A similar increase in the transcription and expression of heat shock proteins *grpE-dnaK-dnaJ* operon (Cbei_0829, +2.67; Cbei_0830, +4.98; Cbei_0831, +3.52) was observed at solventogensis stage of DG-8052 supplied with CaCO_3_DG-8052. However, there was a down-regulation for this operon at acidogenisis stage (Cbei_0829, −2.10; Cbei_0830, −2.48; Cbei_0831, −1.56). 

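The operon genes had log2 ratios of 1.48 ± 0.18 (SD, n = 3) (Cbei_0829), 2.41 ± 0.09 (Cbei_0830) and 1.89 ± 0.18 (Cbei_0831) at 24 h, which are 2.79-fold, 5.33-fold and 3.7-fold higher levels with CaCO_3_ (adjusted p of at most 2.2e-04). The 12 h arrays spread more widely, with -1.09 ± 0.61, -1.29 ± 0.77 and -0.63 ± 0.77, of which the first and second were called down-regulated (adjusted p = 0.0017 and 0.0017). One array decides these calls, since without replicate 1 of 12 h they were -0.75 and -0.89 and not called, while Cbei_0831 was called without replicate 2 (-1.04). Median centring gave -0.34 and -0.27 for Cbei_0829 and Cbei_0830 at 12 h. The rise from 12 h to 24 h was called for all 3 genes (2.56, 3.70 and 2.52, adjusted p of at most 4.6e-04).

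**Figure D2:**
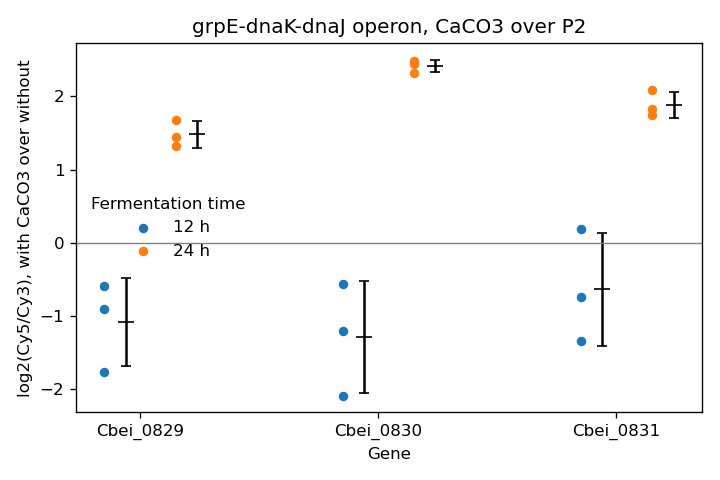
The vertical axis is log2(Cy5/Cy3), CaCO_3_ culture over P2 culture, of Cbei_0829, Cbei_0830 and Cbei_0831. Points are single arrays (blue, 12 h; orange, 24 h) and black marks are the mean ± SD of 3 arrays. The 24 h points cluster around 1.48, 2.41 and 1.89, and the 12 h points spread widely, with SDs of 0.61 to 0.77.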

Higher transcription and expression of *grpE-dnaK-dnaJ* operon specific at solventogenesis/sporulation may be due to the fact that CaCO_3_ acts as solventogenesis-inducing substances like a quorum sensing signal and thus contributes to the spore formation^2^.

### Cell division and cytoskeleton

The addition of CaCO_3_ could improve the sugar metabolism, growth and solvent producing to DG-8052, but not full recovery was observed with ABE fermentation by DG-8052. Although the morphology of DG-8052 cells supplied with CaCO_3_ changed from non-split and elongated straight rod shape to short rod cells at acidogenic phase (Fig. 1E and F), it was not same as that of wild-type 8052 Figure (Fig. 1A and B). Incomplete recovery of DG-8052 at the presence of CaCO_3_ treatment was verified by the cell division related genes expression (Fig. 4C,E, Additional file Table S5E). There was a great increase in the expression of cell division related protein FtsH (Cbei_3037), with 13.9 folds at 12 h, 16.6 folds at 24 h. 

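Cbei_3037 had a log2 ratio of 3.57 ± 0.94 (SD, n = 3) at 12 h and 3.79 ± 0.12 at 24 h (adjusted p = 1.6e-05 and 7.0e-06). The 12 h value varied between 2.76 and 4.61 over the 3 arrays, and it did not differ from the 24 h value (adjusted p = 0.67).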

In *B. subtilis*, FtsH accumulates in the mid-cell septum during vegetative cell division and at the onset of sporulation at positions near the cell poles that appear to coincide with future division sites^35^. Cell division protein FtsZ is the first protein to move to the division sites, and is essential for recruiting other proteins that produce a new cell wall between the dividing cells, FtsA and FtsK are large integral membrane proteins that coordinate chromosome segregation and cell division^36^. 

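FtsZ (Cbei_1118) had a log2 ratio of -0.49 ± 0.18 (SD, n = 3) at 24 h, 1.4-fold lower with CaCO_3_ and short of the 2-fold threshold (adjusted p = 0.0025). FtsA (Cbei_1117), FtsK (Cbei_1213) and FtsY (Cbei_1173) had -1.23 ± 0.09, -1.49 ± 0.33 and -1.22 ± 0.12, or 2.35-fold, 2.81-fold and 2.33-fold lower, all called (adjusted p of at most 4.3e-05). None of the 4 genes was called at 12 h. A lower ratio at 24 h than at 12 h was called for Cbei_1213 (-1.39, adjusted p = 9.2e-04) and Cbei_1173 (-1.56, adjusted p = 1.7e-04), but not for Cbei_1117 (-0.51).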

Our results showed at solventogenesis, FtsZ (Cbei_1118) in CaCO_3_ treated DG-8052 cell was not different from untreated cell, while FtsA (Cbei_1117), FtsK (Cbei_1213), FtsY (Cbei_1173) were all down-regulated for 3.12, −3.88 and −3.01 folds, respectively. All these findings may partially explain the morphology change in CaCO_3_ treated DG-8052 cells.

In gram-positive bacteria, the members of the morphogenetic system include MreB (or Mbl), MreC, MreD, PBP2 and RodA. PBP2 particularly determines rod shape, and RodA is required for the maintenance of the rod cell shape and is essential for the elongation of the lateral wall of the cell^37^. 

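At 24 h the log2 ratios were -2.33 ± 0.04 (SD, n = 3) for Cbei_0491 (5.03-fold lower), -0.80 ± 0.03 for Cbei_0492 (1.74-fold), -1.79 ± 0.32 for Cbei_0494 (3.46-fold) and -1.55 ± 0.14 for Cbei_3365 (2.93-fold). Cbei_0492 was under 2-fold, and with the authors' normalized values it passed the threshold (-1.07). The other 3 were called (adjusted p of at most 1.6e-04). Cbei_3365 was called at 12 h too (-2.25 ± 0.61), as was Cbei_0491 (-1.16 ± 0.49), whose 12 h call was lost without replicate 3 (-0.89) and with median centring (-0.35). From 12 h to 24 h, Cbei_0491 and Cbei_0494 fell further (-1.17 and -1.19, adjusted p = 0.0031 and 0.0017).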

Our results showed MreB (Cbei_0491), MreC (Cbei_0492), MreD (Cbei_0494), PBP2 (Cbei_0491), and RodA (Cbei_3365) were all in down-regulation with fold change of −5.28, −2.1, −2.14, −4.42 and −3.66. respectively, at solventogenic (Additional file Table S4E). In DG-8052 supplied with CaCO_3_, cells were still in rod shape at acidogenic phase, but shorten than DG-8052 cells without CaCO_3_; while at 24 h, DG-8052 cells grew into solventogenic stage and began to from spore by the induction of CaCO_3_ and the rod-shape-determining proteins got repressed.

### Cell motility

The cell motility-related genes encoded products responsible for chemotactic responses and flagellar assembly^38^. Motility-related genes in clostridia and bacilli are usually down-regulated in sporulation cells^31^. 

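Over the 11 genes Cbei_4302 to Cbei_4312 the median log2 ratio was 0.47 at 12 h and 0.36 at 24 h. Median centring moved these most, to 0.83 and 0.80. At 12 h, 1 gene was called up-regulated, Cbei_4308 (1.57 ± 0.13 (SD, n = 3) or 2.96-fold), and it was lower at 24 h (0.36 ± 0.05, adjusted p = 1.5e-04 for the difference). At 24 h the genes called up-regulated were Cbei_4311 (1.41 ± 0.21 or 2.65-fold) and Cbei_4312 (1.48 ± 0.21 or 2.8-fold), and no gene of the cluster was called down-regulated at either time. As a set, the cluster was higher with CaCO_3_ in limma's fry test (p = 0.0010 at 12 h and 5.6e-04 at 24 h) and in its camera test with a preset correlation (p = 0.017 and 0.014), but not in camera with the correlation estimated from the arrays (p = 0.27 and 0.25).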

In this study, the flagellar/chemotaxis multi-gene cluster (Cbei 4312–4302) showed no significant difference between DG-8052 cells treated with and without CaCO_3_, except the increasing of Cbei_4311 (+2.51) and Cbei_4312 (+2.69). Other genes annotated as motility-related, among them, Cbei_0755 (*cheW*) was down-regulated by 3.31-fold, Cbei_4018 (*cheA*) and Cbei_4019 (*cheW*) were up-regulated by 5.80- and 2.86-fold at 24 h (Fig. 4C). 

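Cbei_0755 was near 0 at 12 h (-0.04 ± 0.11 (SD, n = 3)) and 2.86-fold lower with CaCO_3_ at 24 h (-1.52 ± 0.11, adjusted p = 2.6e-06). Cbei_4018 and Cbei_4019 were called up-regulated at both times, 1.87 ± 0.18 and 1.50 ± 0.28 at 12 h, then 3.09 ± 0.07 and 3.17 ± 0.02 at 24 h, which are 8.51-fold and 9.01-fold. All 3 genes differed between the times (adjusted p of at most 2.2e-04).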

The flagellar motility related genes *flgB* (Cbei_4271), *flgC* (Cbei_4270) were down-regulated at 24 h. 

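*flgC* (Cbei_4270) had -0.72 ± 0.17 (SD, n = 3) at 24 h or 1.65-fold lower with CaCO_3_, under the 2-fold threshold (adjusted p = 6.0e-04), and 0.02 ± 0.21 at 12 h. *flgB* (Cbei_4271) was 0.00 ± 0.11 at 24 h (adjusted p = 0.997) and 0.30 ± 0.16 at 12 h. No alternative processing called either gene at either time.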

And it was reported in *B. subtilis* the expression of the flagellar/chemotaxis operon is negatively regulated by Spo0A^39^. Spo0A (Cbei_1712) got down-regulated both at 12 h (−1.5 fold) and 24 h (−2.13 fold), and it seems the regulation effects of Spo0A to the flagellar/chemotaxis genes in *C. beijerinckii* degenerate strain were different from that of *B. subtilis*.

### Validation of gene expression data from microarray analysis by Q-RT-PCR

To validate results of gene expressions obtained from microarray analysis, q-RT-PCR was applied to quantify gene expression levels in cultures of DG-8052 supplied with and without CaCO_3_ at the same condition. There were 10 genes at acidogenic phase (12 h) and 10 genes at solventogenic phase (24 h) evaluated. Genes for validation were selected from three blocks: up-regulation (gene expression ratio of DG-8052 with CaCO_3_ to DG-8052 > 2 folds), down-regulation (the gene expression ratio of DG-8052 with CaCO_3_ to DG-8052 < 2 folds) and no remarkable regulation (the gene expression ratio of DG-8052 with CaCO_3_ to DG-8052 between −2 and 2 folds). The results from two expression assays, microarray and Q-RT-PCR, showed that gene expressions in DG-8052 with CaCO_3_ had a high degree of correlation at both acidogenic (R = 0.96) and solventogenic phases (R = 0.91) (Fig. 6, Additional file Figure S1, Table S1). Those genes displayed similar trends and expression levels in the microarray and q-RT-PCR analysis.

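The PCR measurements were not analysed here, and the array values of the 20 genes chosen for them are as follows. The paper evaluated 10 genes in each phase, and its methods list gives no phase for a gene. A gene may thus have been chosen for 1 time only, so a missing call at the other time does not go against the list. Of the 10 genes that the methods list as up-regulated, 6 were called up-regulated and 1 down-regulated at 12 h, and 8 and 1 at 24 h. The highest was Cbei_0795 at 12 h (4.79 ± 0.19 (SD, n = 3) or 27.6-fold), which was lower at 24 h (1.91 ± 0.08). Cbei_0311 was called in opposite directions, up at 12 h (1.75 ± 1.17) and down at 24 h (-1.82 ± 0.60), with an SD at 12 h above that of any other of the 20 genes. Of the 10 genes listed as down-regulated, 5 were called down-regulated at 12 h and 7 at 24 h. Among these 10, Cbei_4669 was called at both times (-3.15 ± 0.44 and -2.93 ± 0.08), Cbei_4406 fell to -3.23 ± 0.13 at 24 h, and Cbei_4123 changed from -1.68 ± 0.23 at 12 h to 1.46 ± 0.45 at 24 h (adjusted p = 2.6e-05). The calls of Cbei_0870 (1.05) and Cbei_1221 (-1.04) at 24 h each depend on 1 array, without which they were 0.92 and -0.92.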

### DG-8052 genome resequencing

In order to distinguish the transcriptional modifications associated to the genetic mutations from those associated to the addition of CaCO_3_ during fermentation processes, the DG-8052 was genome resequenced and its results were compared to that of WT-8052. A total of 20 SNPs (17 non-synonymous, 2 premature_stop, 1 intergenic) and 16 InDels (10 coding and 6 non-coding) were found in DG-8052 genome (Table 2). 

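Cbei_0769 had log2 ratios of -0.75 ± 0.49 (SD, n = 3) at 12 h and -1.26 ± 0.07 at 24 h, the latter called down-regulated (2.4-fold, adjusted p = 1.8e-04). Cbei_2569 was 2.19 ± 0.04 or 4.58-fold higher at 24 h, with Cy3 above background on 2 of 3 arrays, and its 12 h value of 1.00 ± 0.41 lost its call without replicate 1 or replicate 2 (0.89 in either case) and with median centring (0.94). Cbei_2653 was called down-regulated at 12 h (-1.06 ± 0.23), a call that was lost without replicate 3 (-0.95). At 24 h it had -0.89 ± 0.10, with Cy5 above background on 1 of 3 arrays and Cy3 on 2 of 3, and it was called with the authors' normalized values (-1.64) and with median centring (-1.09). Cbei_1662 stayed just under 2-fold at 12 h (-0.97 ± 0.20) and 24 h (-0.93 ± 0.14), and the authors' normalized values called it at both (-1.48 and -1.74). Cy5 of this gene was above background on 2 of 3 arrays at 24 h. Cbei_2885 changed direction, from 1.12 ± 0.56 at 12 h to -1.36 ± 0.20 at 24 h, and the difference was larger than the spread (adjusted p = 1.4e-04). Its 12 h call was lost without replicate 3 (0.86) and its 24 h call under median centring (-0.80). Among the other genes that Table 2 lists, Cbei_2769 was called up-regulated at 12 h (7.89 ± 0.35) and 24 h (5.32 ± 0.41). Its Cy3 was above background on 1 of 3 arrays at 24 h. Cbei_3134 was called down-regulated at 12 h (-1.09 ± 0.16). Cbei_4046 was called up-regulated at 24 h (1.62 ± 0.03), with Cy3 above background on 2 of 3 arrays. Not all genes of Table 2 are given here.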

The mutated genes in DG-8052 (microarray data: GSE63671) regulated by CaCO_3_ were Cbei_0769 (extracellular solute-binding protein), Cbei_2569 (DNA mismatch repair protein MutS), Cbei_2653 (3-oxoacid CoA-transferase subunit B), Cbei_1662 (hypothetical protein) and Cbei_2885 (L-lactate transport). It is worth exploring those mutated genes further as they were sensitive to CaCO_3_. While among those genes, there were no general or specific regulators, which may indicate the strain degeneration was not caused by the mutation of them. And the transcriptional changes of DG-8052 were affected by the addition of CaCO_3_ during fermentation.

### Summary

During the growth of *C. beijerinckii* DG-8052, the accumulation of acetic and butyric acid led to the decreasing of pH (<5.5), and provided stress to the cell, which may cause the cell to die rapidly. With the addition of CaCO_3_, not only the produced acetic and butyric acid was neutralized from undissociated form into dissociated form, but the medium had an increased buffering capacity, which improved the viability of DG-8052 cells. At the same time, the soluble Ca^2+^ maybe transmembrane and affect to the enzymes activities of some key cellular processes, such as sugar transport, butanol tolerance and solventogenesis. The transcriptional analysis showed multiple genes prominently responded to the supplementary CaCO_3_. These genes are primarily responsible for glycolysis to solvent/acid production, solventogensis and sporulation, cell motility and division, molecular chaperones, where the specific gene target need more experiment verification. And there had 5–8% altered genes with unknown functions. Genome re-sequencing result showed that had no general or specific regulator mutated. It suggests the CaCO_3_ associated response for intracellular metabolisms be significantly pleiotropic. This study enables us to deeply understand the multitude of regulatory function CaCO_3_ has in clostridia, and provides valuable targets for engineered strain development of *Clostridium* species to degeneration prevention.

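Over all 5168 genes, 1009 were called at 24 h only, 516 at 12 h only, and 751 in the same direction at both times. Another 77 were called in opposite directions. Across genes, which are not independent replicates, the mean log2 ratios at the 2 times correlated with a Pearson's r of 0.60. Of the 102 genes that the text names by locus tag, 53 were called at 12 h (34 up-regulated and 19 down-regulated) and 79 at 24 h (51 and 28). The counts adjusted over the list alone were also 53 and 79, but the study chose this list on these samples, so they are not independent evidence. From the many genes that responded in several functional groups, and from the resequencing result that no regulator was mutated, the paper proposes that the response to CaCO_3_ is pleiotropic.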

## Methods

### Bacterial strains

*Clostridium beijerinckii* NCIMB 8052 is a wild-type strain purchased from ATCC (ATCC 51743, WT-8052), and *C. beijerinckii* DG-8052, a degenerate strain of wild type NCIMB 8052, was generated as described previously^13^.

### Growth and fermentation

The stock culture of DG-8052 was maintained at −75 °C, and revived by sequential culture in anoxic sterile tryptone glucose yeast extract (TGY) medium. Seeds cultures were inoculated into sterile TGY medium and incubated for 12 to 14 h at 35 ± 1 °C in anaerobic chamber (Coy Laboratory Products Inc., Ann Arbor, Michigan) with a modified atmosphere of 82% N_2_, 15% CO_2_, and 3% H_2_. For batch fermentation, DG-8052 precultures in TGY medium (6%) were transferred to loosely capped 250 ml Pyrex medium bottles containing semi-defined P2 medium plus 4 g/l CaCO_3_. The DG-8052 culture without CaCO_3_ was used as the control. Unless otherwise stated, all fermentations were conducted in triplicate at 35 ± 1 °C for 72 h without agitation or pH control. The pH profile was monitored with a Beckman Ф500 pH meter (Beckman Coulter Inc., Brea, CA). Growth of *C. beijerinckii* was estimated using the F-7000 spectrophotometer (Hitachi High-Tech Inc., JP) to measure OD_600_. The concentrations of fermentation products (acetate, butyrate, acetone, butanol, ethanol), were measured using a 7890 A Agilent Technologies gas chromatograph (Agilent Technologies Inc., Wilmington, DE) equipped with a flame ionization detector (FID) and 30 m (length) x 320 m (internal diameter) x 0.50 m (HP-Innowax film) J x W 19091N-213 capillary column as described previously^12^.

The cells were collected at 12 h and 24 h for the morphological observation under scanning electron microscope (Hitachi TM-1000, JP). And at the same time, cell pellets were used to purify total RNA for microarray analysis.

### Total RNA purification

Cellular biomass of DG-8052 in P2 medium and P2 medium plus 4 g/l CaCO_3_ were collected at 12 h (acidogenic phase) and 24 h (early solventogenic phase) of fermentation. Total cellular RNA was extracted from homogenized cells using RiboPure^TM^ RNA Purification Kit, bacteria (Ambion^®^, Life Technologies, Inc., US). RNA concentration was measured by NanoDrop 1000 (NanoDrop Technologies, Wilmington, DE, US). RNA quality was analyzed by 1.2% denatured formaldehyde gel electrophoresis. RNA samples for microarray hybridization had 23 S:16 S rRNA ≥ 2:1 and A260/A280 ≥ 1.80.

### Comparative microarray hybridization

Generation of complementary DNA (cDNA) and its subsequent amino-allyl labelling was performed as described. Using Crystal Core^®^ cDNA amplified RNA labelling kit (CapitalBio, Beijing, China), 1 μg of total RNA was processed to generate cDNA and labelled using 100 μM each dATP, dTTP, dGTP and 25 μM Cy3-label or Cy5-label dCTP. For two–colour microarray hybridization, Cy5 labelled DG-8052 (P2 with CaCO_3_) cDNA and Cy3 labelled DG-8052 (P2) cDNA from the samples collected at the same time point were pooled resulting to six samples for hybridization (triplicate 12-h samples in triplicate and 24-h samples in triplicate). The microarray probes were designed with Agilent eArray software (https://earray.chem.agilent.com/earray/) based on the genomic sequence of *C. beijerinckii* NCIMB 8052. Out of 5243 annotated genes, 5168 genes were examined capturing 98.6% of the genome. The hybridization was performed by CapitalBio and Agilent Technologies (CapitalBio, Beijing, China) using a custom-made Agilent chip (15000 probes/array). To reduce technique variation, the triplicates of each *C. beijerinckii* 8052 probe sequence (60mer) together with 60 probes of negative and positive control were fabricated on each array. The samples were hybridized to six arrays and the hybridized slides were scanned using Agilent G2565CA Microarray Scanner, and scanned images were extracted and analyzed with GenePix^®^ Pro 7 Microarray Acquisition and Analysis Software (Molecular Devices, Sunnyvale, US).

### Microarray data analysis

Data generated from microarray experiments were processed using Molecular Annotation System V4.0 (CapitalBio, Beijing, China). Firstly, LOWESS (Locally Weighted Scatterplot Smoothing) intensity-based normalization was applied. For each array, gene expression ratio was calculated as dividing the Cy5 intensity (signal of DG-8052 fermented in P2 medium with CaCO_3_) by the Cy3 intensity (signal of DG-8052 fermented in P2 medium). Expression ratio for each gene was the average ratio of replicate. To facilitate a fair comparison of up- and down-regulated genes, fold change was calculated as follows: for genes with an expression ratio ≥1, the fold change is the same as the expression ratio, whereas folds change of genes whose ratio is <1 equals the reciprocal of the expression ratio multiplied by −1.

The data were analyzed by pairwise and point-by-point comparison between the gene expression of DG-8052 in P2 medium with and without CaCO_3_ using SAM (Significant Analysis of Microarrays, version 2.23b). Genes exhibiting expression changes of >2-fold and a p-value that was <0.05 were considered to be significantly altered. Enrichment analysis of Gene Ontology terms (GO), including biological process, cellular component and molecular function, and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment pathway analysis were performed using DAVID Functional Annotation Bioinformatics Microarray Analysis (DAVID Bioinformatics Resources 6.7) to identify statistically overrepresented biological terms^18^,^40^,^41^.

### Microarray data accession number

All protocols related to this microarray platform, which include information on probe sequences and synthesis, labelling, hybridization and scan protocols, and microarray data have been submitted to NCBI’s Gene Expression Omnibus database at http://www.ncbi.nlm.nih.gov/geo/ with GEO accession number of GSE81808.

### Real-time quantitative PCR (qRT-PCR)

Following microarray analysis results, 10 up-regulated genes (Cbei_0311, Cbei_2826, Cbei_0795, Cbei_0870, Cbei_1113, Cbei_3472, Cbei_1108, Cbei_1255, Cbei_4644, Cbei_1130) and 10 down-regulated genes (Cbei_4123, Cbei_0331, Cbei_4871, Cbei_1221, Cbei_4669, Cbei_0411, Cbei_2261, Cbei_1227, Cbei_4406, Cbei_4491) were selected to validate microarray by q-RT-PCR. Culture samples for RNA isolation were taken as described before. RNA was isolated and RNA content was determined as described above. For qRT-PCR, primers specific to the 20 genes were designed (Additional file Table S1). These gene-specific primers were synthesized by Sangon Biotech (Shanghai, China). The 16 S rRNA of *C. beijerinckii* 8052 was selected as amplified internal standard for the qRT-PCR analysis. Prior to selection of 16 S rRNA as an internal standard, the expression of 16 s rRNA of CaCO_3_ treated and untreated *C. beijerinckii* DG-8052 cultures was analyzed and confirmed for constant expression under the reaction condition of the study. Total RNAs (2 μg) were reverse transcribed to cDNA with the SuperScript^TM^ III reverse transcriptase (Invitrogen corporation, Carlsbad, CA). The mRNA levels of genes of interest (Additional Table S1) were quantified by subjecting cDNA to Q-RT-PCR analysis in triplicate using a Bio-Rad iCycler continuous fluorescence detection system (Bio-Rad, Hercules, CA). The conditions were as follows: step 1, 95 °C for 2 min, step 2, 95 °C for 15 sec, step 3, 55 °C for 30 sec, 40 cycles of step 2 and 3, step 4, 95 °C for 1 min, step 5, 55 °C for 1 min, and step 6, heat from 65 °C to 95 °C with a ramp speed of 1 °C per 10 sec, resulting in melting curves. Expression levels of *C. beijerinckii* 8052 genes were quantified by the comparative C_T_ method as previously described^12^.

### Genome resequencing

DG-8052 genomic DNA was extracted using Bacterial Genomic DNa Isolation kit (B518225, Sangon Biotech, Shanghai, China) from 50 ml 12 h culture grown in P2 medium. Genomic DNA was firstly fragmented, then adapters were ligated to the ends of fragments, and adapter-modified DNA fragments were enriched by PCR and sequenced by Illumina Hiseq 2500. Finally the filtered reads were aligned to the *Clostridium beijerinckii* NCIMB 8052 reference sequence (GenBank: NC_009617.1). This genomic DNA sequencing was analyzed by the commercial sequencing company RealGene Bio-Tec (Shanghai, China), and the sequences obtained in this study have been submitted to the Sequence Read Archive (SRA) database with accession numbers of SRP082285.

### Statistical analysis

The data were analyzed by ANOVA, and p < 0.05 was selected prior to the experiments to reflect statistical significance. Unless otherwise stated, all results are expressed as the mean ± SD (n ≥ 3). All the analyses were conducted using the General Linear Model (GLM) procedure of SAS Version 9.1.3 (SAS Institute Inc., Cary, NC, USA).

## Additional Information

**How to cite this article**: Jiao, S. *et al*. Transcriptional analysis of degenerate strain *Clostridium beijerinckii* DG-8052 reveals a pleiotropic response to CaCO_3_-associated recovery of solvent production. *Sci. Rep.* **6**, 38818; doi: 10.1038/srep38818 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
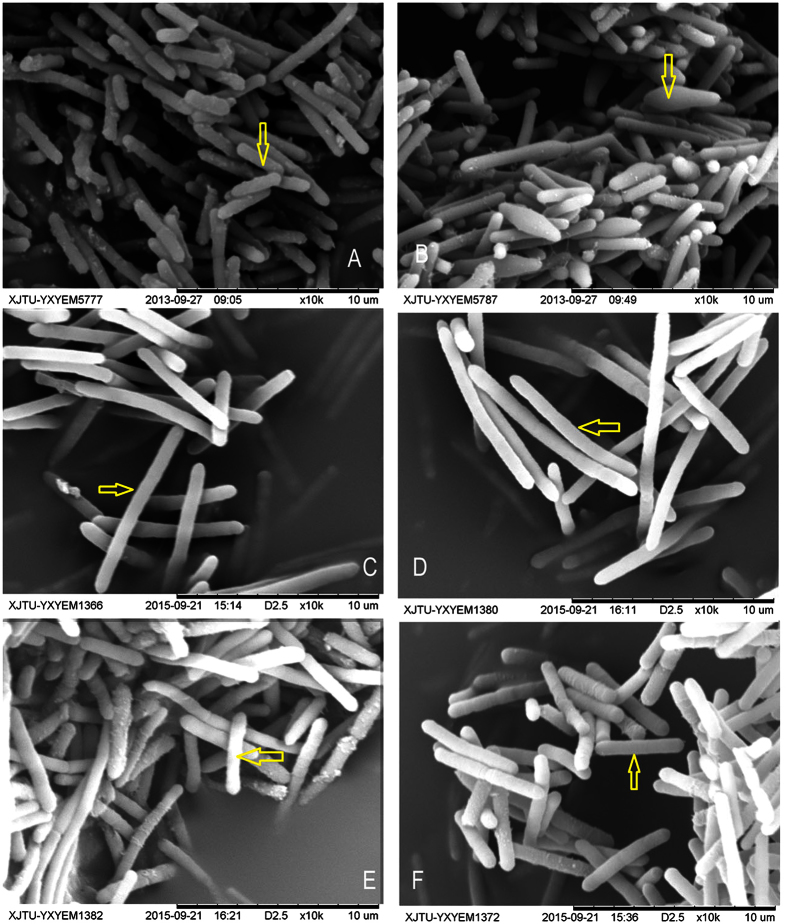
Electron micrograph of *C. beijerinckii* cells grown on P2 medium with and without CaCO_3_. WT-8052 strain cultured at 12 h (**A**) and 24 h (**B**); DG-8052 strain at 12 h (**C**) and 24 h (**D**); DG-8052 cells strain cultured with 4 g/L CaCO_3_ at 12 h (**E**) and 24 h (**F**). The typical cells were indicated by yellow arrows.

**Figure 2:**
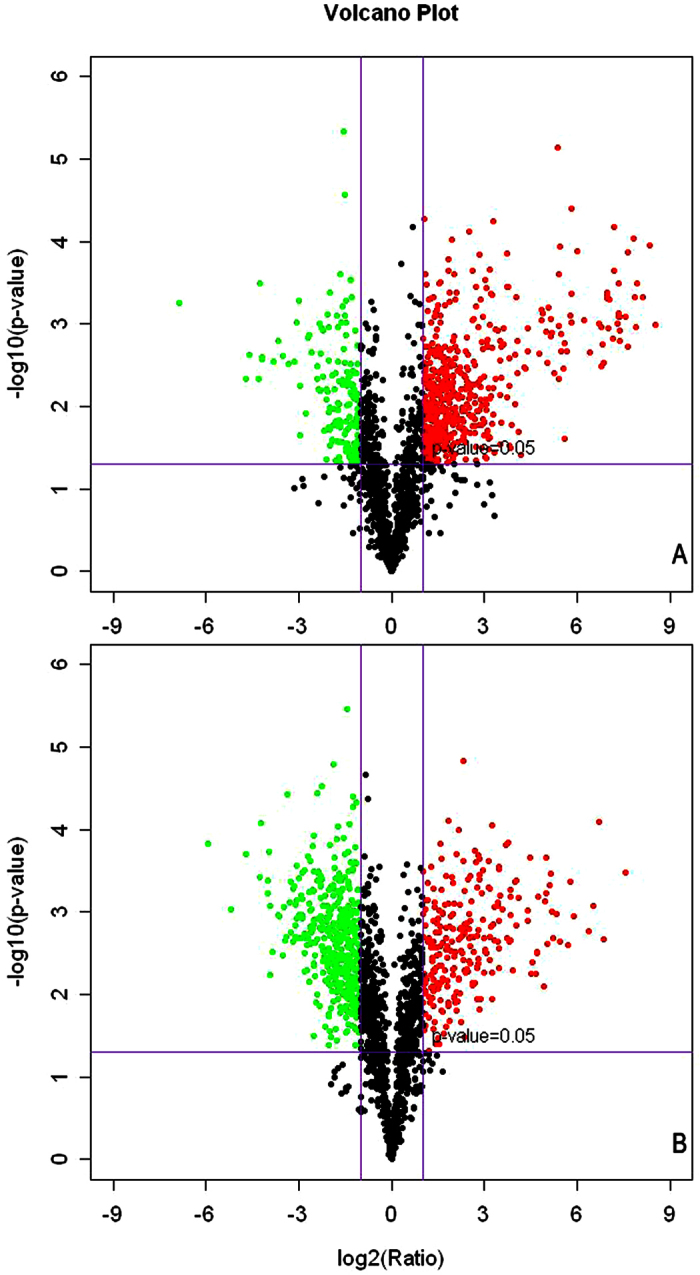
Comparison of gene expression in DG-8052 in P2 medium with CaCO_3_ vs DG-8052 in P2 medium. Cells from both strains were taken at 12 h and 24 h to compare transcriptome profiles at acidogenic (**A**) and solventogenic (**B**) phases, respectively. Genes with significantly differential expression (fold change >2 and p-value < 0.05) between the two strains were shown in green (down-regulated) and red (up-regulated) while the others with non-significantly differential expression were shown in black.

**Figure 3:**
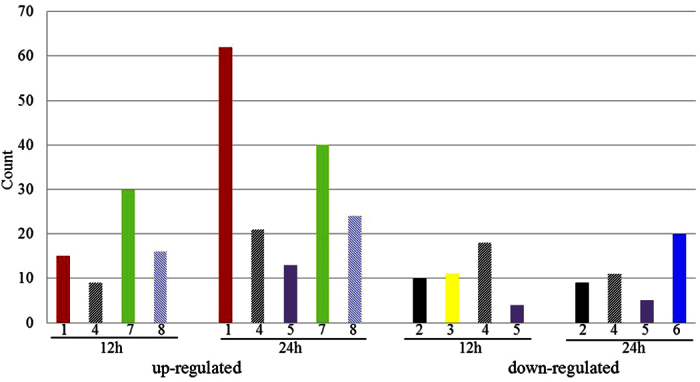
Counts of differentially expressed genes by KEGG pathway categories. 1, carbohydrate metabolism; 2, energy metabolism; 3, nucleotide metabolism; 4, amino acid metabolism; 5, metabolism of other amino acid; 6, metabolism of co-factors and vitamins; 7, membrane transporter; 8, signal transduction.

**Figure 4:**
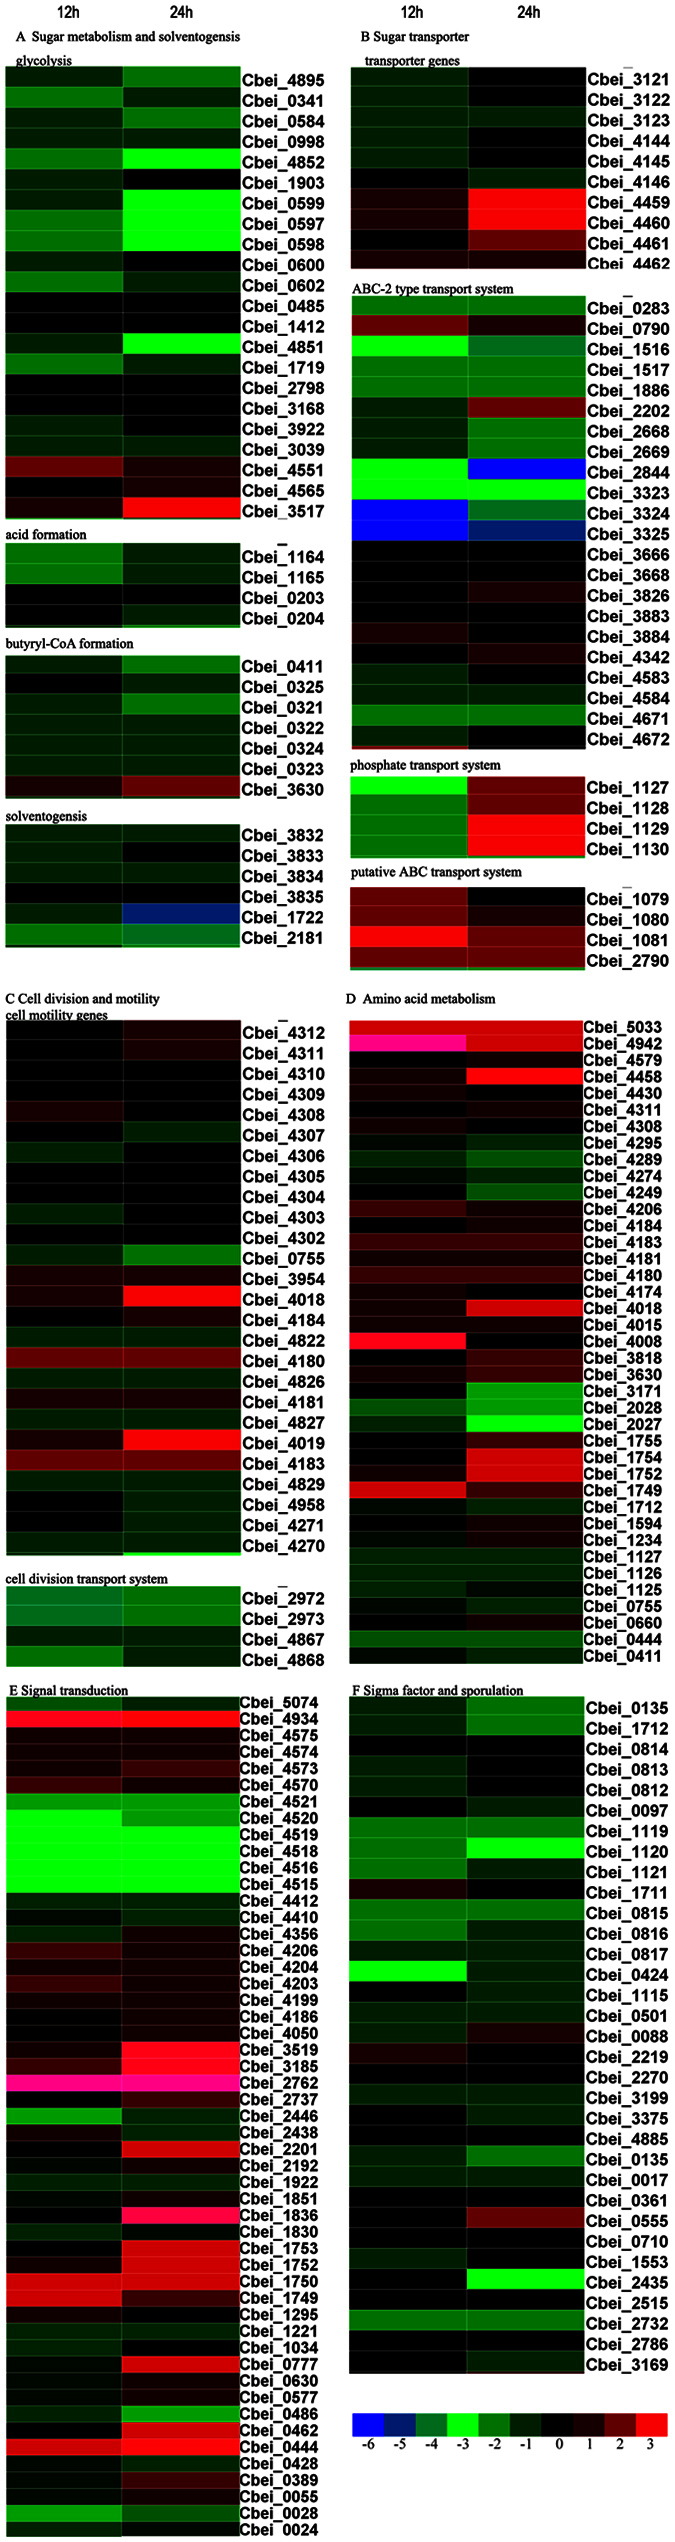
Comparative expression patterns for genes related to (**A**) glycolysis, acidogensis and solventogensis, (**B**) sigma factor and sporulation, (**C**) Cell division and cytoskeleton, (**D**) Sugar transporter/metabolism, (**E**) amino acid biosynthesis/metabolism, (**F**) Signal transduction. Left column is the acidogenisis, and right column is the solventogenisis.

**Figure 5:**
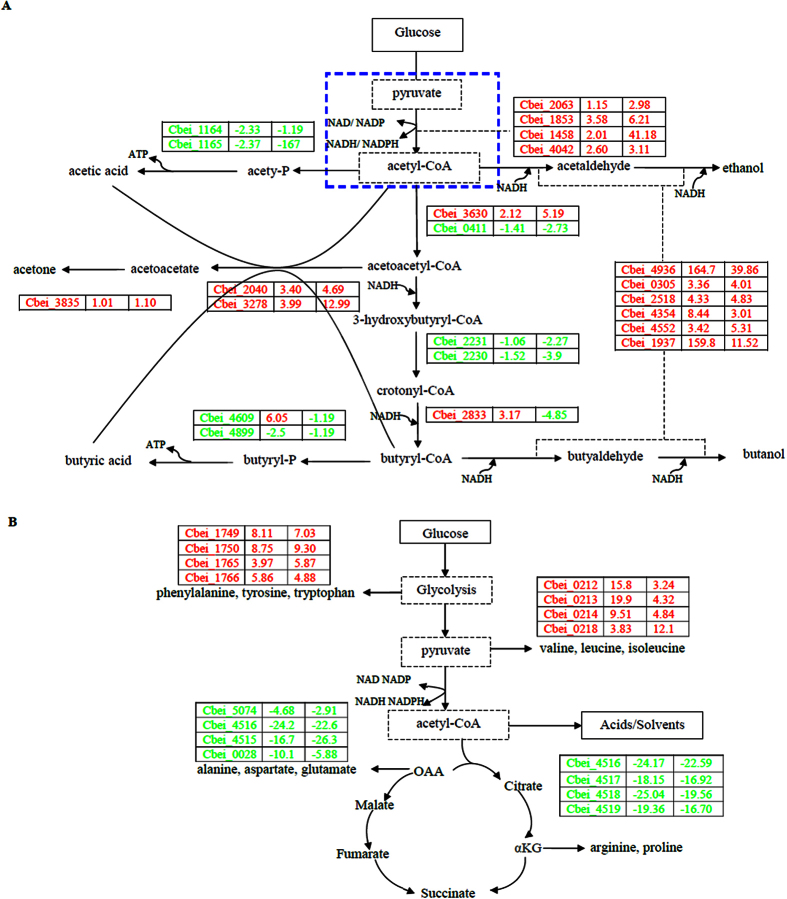
Schematic diagram showing the primary steps in conversion of glucose into fermentation products in *C. beijerinckii* DG-8052. Acids/solvents producing pathway (**A**), amino acids producing pathway (**B**). The fold change (FC) value is indicated directly beside the gene ID of 12 h and 24 h respectively. Text in red and green represents the up-regulated and down-regulated genes, respectively. The blue dash box indicated the synthesis of acetyl-CoA from pyruvate. Detailed enzymes and their associated gene ID can be found in Supplementary Data Table S4A,4C.

**Figure 6:**
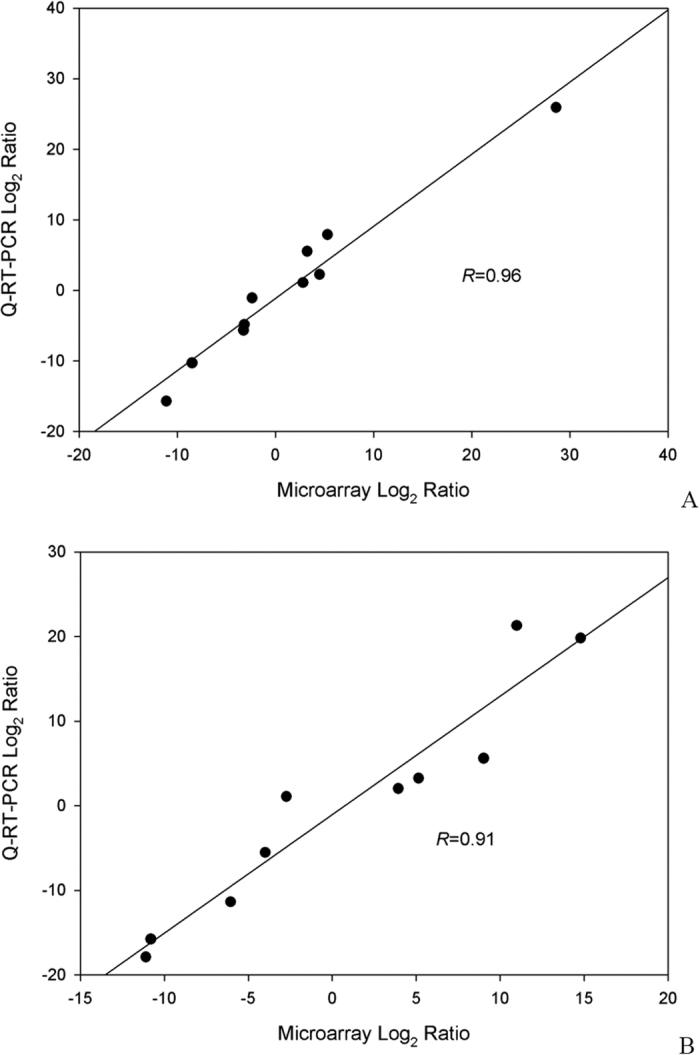
Validation of microarray data from *C. beijerinckii* DG-8052 at two growth stages using Q-RT-PCR. (**A**) acidogenic phase; (**B**) solventogenic phase.

**Table 1:** KEGG pathway showing significant changes in *C. beijerinckii* DG-8052 cultures with addition of 4 g/L CaCO_3._

culture	KEGG ID	Pathway definition	*p* value	Benjamini*	Count**
Up-regulated					
12 h	cbe02010	ABC transporters	1.8E-3	1.0E-1	30
	cbe00562	Inositol phosphate metabolism	2.4E-3	7.2E-2	5
	cbe00400	Phenylalanine, tyrosine and tryptophan biosynthesis	2.5E-3	5.0E-2	9
	cbe02020	Two-component system	4.2E-2	6.2E-2	16
	cbe00620	Pyruvate metabolism	4.0E-2	3.9E-2	10
24 h	cbe00040	Pentose and glucuronate interconversions	9.4E-8	6.3E-6	20
	cbe02020	Two-component system	5.6E-4	1.9E-2	24
	cbe00400	Phenylalanine, tyrosine and tryptophan biosynthesis	1.0E-3	2.3E-2	12
	cbe00030	Pentose phosphate pathway	8.1E-3	1.3E-1	16
	cbe00450	Selenoamino acid metabolism	9.1E-3	1.1E-1	8
	cbe02010	ABC transporters	1.0E-2	1.1E-1	40
	cbe00562	Inositol phosphate metabolism	1.5E-2	1.3E-1	5
	cbe00290	Valine, Leucine and isoleucine biosynthesis	3.4E-2	2.5E-1	9
	cbe00480	Glutathione metabolism	6.6E-2	3.1E-1	5
	cbe00620	Pyruvate metabolism	6.6E-2	3.7E-1	13
	cbe00020	Citrate cycle (TCA cycle)	7.6E-2	3.8E-1	5
Down-regulated					
12 h	cbe00190	Oxidative phosphorylation	5.2E-4	2.8E-2	10
	cbe00330	Arginine and proline metabolism	7.5E-4	2.0E-2	11
	cbe00440	Phosphonate and phosphinate metabolism	1.1E-2	1.8E-1	4
	cbe00250	Alanine, aspartate and glutamate metabolism	6.5E-2	6.0E-1	7
	cbe00230	Purine metabolism	9.0E-2	6.5E-1	11
24 h	cbe00440	Phosphonate and phosphinate metabolism	4.0E-3	1.3E-1	5
	cbe00730	Thiamine metabolism	1.7E-3	1.1E-1	9
	cbe00860	Porphyrin and chlorophyll metabolism	6.3E-3	1.4E-1	11
	cbe00330	Arginine and proline metabolism	2.6E-2	3.7E-1	11
	cbe00190	Oxidative phosphorylation	4.5E-2	4.7E-1	9

^*^Significant groups were selected based upon Benjamini (<0.05).

^**^Number of genes within the given KEGG ID showing a significant change in their expression level.

**Table 2:**
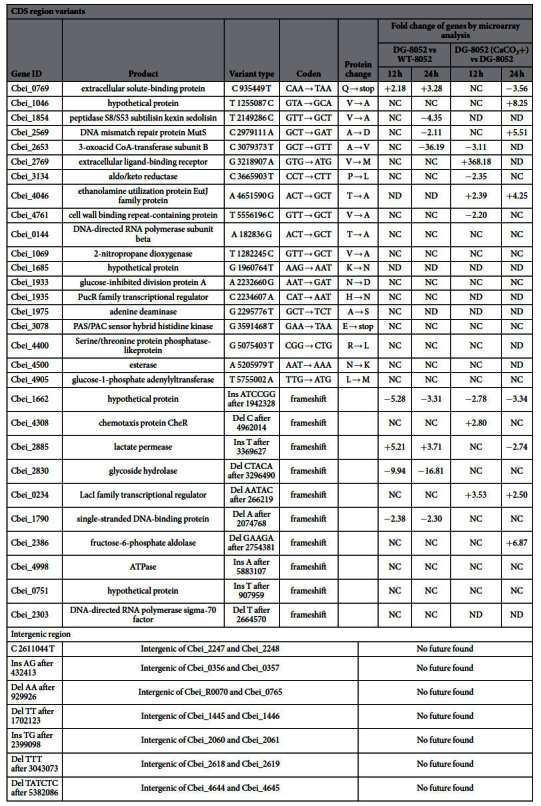
Variants identified in *Clostridium beijerinckii* DG-8052^a^ and their transcriptional change during fermentation.

^a^single nucleotide variations (SNVs) and InDel were identified by aligning the sequenced data with the reference genome of *C. beijerinckii* NCIMB8052.

^*^ND, not detected, NC, no changed.

How the deposited data were processed for this re-analysis (not part of the article)

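DG-8052 was grown in P2 medium with and without 4 g/l CaCO_3_, and RNA was taken at 12 h and 24 h. At each time point, 3 arrays compared the culture with CaCO_3_ (Cy5) with the culture without it (Cy3), and the samples were grouped by time point as the labels and the methods give them. The authors deposited, for each array, the scanner software's table of spots with the intensity of each dye and of its local background, and the software's own log10 ratio of its processed Cy5 and Cy3 signals. They also deposited a table with one log2 value for each gene and array. The direction and scale of that table were found by comparison with the spot tables. Across genes its values correlated with the mean log ratio of the processed signals with r of 0.997 to 1.00 and a slope of 1.00 on every array, so they are log2(Cy5/Cy3) on the scale of the processed signals, after the software's background subtraction and dye normalization. The paper's methods describe a LOWESS normalization and the average ratio of the replicates.

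From the spot intensities, median foreground and median background signals were used, because the tables used here hold no foreground means. All steps were run in R 4.3.3 with limma 3.58.1. The background was corrected with normexp (offset 50), fitted on all spots, control spots were then left out, and each array was normalized by loess with no weight on spots with an outlier mark. The spots of one gene were averaged, leaving out those with an outlier mark unless all of them had one. Each gene was fitted with lmFit and eBayes over the 6 arrays with one coefficient for each time point, which was tested against 0, and the 24 h coefficient minus the 12 h coefficient was tested in the same fit. Genes were called at a log2 ratio above 1 in size, which is 2-fold, and a Benjamini-Hochberg adjusted p under 0.05 over the 5168 genes. Every adjusted p given for a gene is from limma. Sets of genes were tested with limma's fry and camera.

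The genes named are all locus tags in the paper's text, in Fig. 5 and in Table 2, the 5 highest and 5 lowest called genes at each time point, and the 3 with the largest rise and the 3 with the largest fall between the times, from called genes with the same sign on all 3 arrays and the brighter dye above background on all 3 (for the change between the times, at the time with the larger ratio). Of the genes that the paper does not name, only a few are printed, because the files used here do not pair locus tags with gene products. For the same reason no group of genes was formed by product name.

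The local background was 25.5 to 28 for Cy5 and 27 to 29 for Cy3 as the median of each array. The share of genes well above background in Cy5 was 90.6%, 87.8% and 89.4% on the 12 h arrays and 88.2%, 83.4% and 90.4% on the 24 h arrays. In Cy3 it was 94.0%, 87.8% and 89.5% at 12 h and 71.9%, 87.0% and 94.9% at 24 h.

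The limma fit and the calling thresholds were tested on simulated log2 ratios of 5168 genes, 200 of them changed by 2. The noise was independent between genes, with each gene's own SD between the arrays of a time point. Background correction, loess and the averaging of spots were not simulated, so these steps were not tested. At 12 h, 195 of the 200 were recovered and 2 unchanged genes were called, and at 24 h 197 were recovered and 0 unchanged genes were called. With no gene changed between the times, 0 were called.

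The alternatives were no background subtraction, the scanner software's processed signals, median centring, loess fitted on probes above background, the authors' normalized values, scale normalization between arrays, filters for probes above background in at least 1 dye or in both, the methods' unadjusted threshold, a SAM-type statistic, a t-test on each gene, the arithmetic mean of the linear ratios, a fit of each time point alone, the replicate number as a block, and leaving out each array. Keeping the spots with an outlier mark and normexp without an offset were added after the data had been seen. The PCR, resequencing and enrichment results of the paper were not analysed here.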

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

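The tests of the brightness of the probes with an R in the locus tag and of dye bias were chosen only after their results were seen, and the others were chosen before.

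At 12 h and 24 h, 77 genes were called in opposite directions, 42 up-regulated then down-regulated and 35 down-regulated then up-regulated. All 77 also passed the test of the difference between the times. Their choice made this nearly certain, because both values of each gene were beyond 2-fold and of opposite sign. The difference between the times was called for 1565 genes. A dye bias of a probe that was equal at both times would cancel. The 1565 differences, the 77 included, therefore argue against such a constant bias as their cause. A bias that changed between the times was not tested, and the median Cy5 signal was lower on the 24 h arrays than on the 12 h arrays. Regrouping the arrays cannot by itself decide on chance, since the real split is 1 of only 10 and a share under 0.05 cannot be reached. Every other split called 0 genes. Such splits mix arrays of 12 h and 24 h, which puts real differences into the spread, so this 0 says little about chance. Simulated log2 ratios with no gene changed between the times also gave 0 calls. Limma's adjusted p was under 0.05 for each of the 1565 genes, which argues against chance as the cause of the set. A response that depends on the phase of the fermentation is the biological explanation that the design names, and it stays open, because the cultures of the 2 times also differ in age and in their own control.

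A set of 78 probes carries locus tags with an R before the number, and the files do not say what they encode. Their median log2 ratio was 0.41 at 12 h and -1.02 at 24 h, a median difference of -2.02, and limma called 45 of them lower at 24 h than at 12 h. The authors' normalized values gave -2.06. These probes are bright, and loess could act differently on the brightest spots. For 43 of them, at least 10 other probes lie within 0.25 log2 of their brightness (median of 14.1 for the 43 and of 14.1 for their partners, taken as 1 median for each of the 43), and the median difference of these 43 was -2.06, while 10000 lists of such other probes had medians between -0.32 and 0.61. This argues against brightness for the 43. The other 35 probes, with a median difference of -1.66, are brighter than nearly all others, so for them brightness and the probes' own change cannot be told apart. The arrays of 24 h were not alike, with medians of -0.10 for replicate 1, -1.33 for replicate 2 and -1.62 for replicate 3, against 0.52, 0.42 and 0.78 at 12 h. A difference in how the RNA of these arrays was prepared is a possible explanation that was not tested, as is a biological change of these transcripts.

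Neighbouring genes had very high ratios in runs made up mostly or wholly of genes that the paper does not discuss, 1 of the runs holding a gene of its text, Cbei_1937. The largest was the run Cbei_2754 to Cbei_2772, 19 genes with a median log2 ratio of 6.77 at 12 h, of which Cbei_2754 to Cbei_2769 had 5.64 at 24 h. Another, Cbei_1832 to Cbei_1839, had 5.92 at 24 h and 0.45 at 12 h. At 12 h, 3 further runs had medians of 6.63, 6.43 and 5.85. Runs of at least 5 neighbouring genes called in the same direction held 321 of 1325 called genes at 12 h (24.2%) and 576 of 1798 at 24 h (32.0%), while 1000 shuffles of the gene order put at most 16 and 32 genes in such runs. The totals of 1325 and 1798 leave out the probes with an R in the locus tag. A local defect of the array could raise neighbouring spots, but the spots of one gene lay a median of 110 of 192 rows apart, and over 53 genes of these runs the median SD between the spots of a gene was 0.0799 on the log2 scale against a median ratio of 5.00. This argues against position on the array. A dim Cy3 signal could inflate such ratios. Of the 56 genes above 32-fold at 12 h, 44 had Cy3 above background on all arrays, but at 24 h only 18 of 46. In the run Cbei_2754 to Cbei_2769 at 24 h it was 4 of 16. With Cy3 held at the lowest signal well above background, the median fold was still 87.2 at 12 h and 55.5 at 24 h. The lowest fold was then 33.2 and 19.6. This argues against a dim denominator as the whole cause, less firmly at 24 h, because the floor is the lowest that passed and fewer genes were clear of it. A dye bias that differs from probe to probe without regard to gene order would not put more genes in runs than the shuffles did, so the 321 and 576 genes argue against it as the cause of the runs, while a bias shared by neighbouring genes was not tested. Among the 751 genes called in the same direction at both times, in runs or not, 246 also differed between the times, which a constant bias forbids as the whole cause of their ratios. For the other 505, taken gene by gene, dye bias and a change of the transcript cannot be told apart, since no dyes were exchanged. That neighbouring genes respond together to CaCO_3_, as genes of 1 transcription unit would, is a hypothesis found on these data, and transcription units were not analysed here.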

How the results depend on the processing

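Keeping the spots with an outlier mark, normexp without an offset and the count of extra calls among genes that are not dim were added only after the results had been seen, and the other alternatives were chosen before the data were examined.

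No call of a named gene changed to the opposite direction. Which direction had more calls did change. At both times up-regulated genes were the larger group, and down-regulated genes were with the processed signals, the authors' normalized values and the filter for both dyes, as given below. For the difference between the times, 822 genes were higher and 743 lower, against 802 and 871 with median centring. At 12 h the number of up-regulated genes (723) stayed within 1.5 times under every alternative but the t-test on each gene with Benjamini-Hochberg adjustment, which gave 400. The number of down-regulated genes at 12 h (621) moved further than this under the same test (338), with the scanner software's processed signals (953) and with the authors' normalized values (954). At 24 h and for the difference between the times no count moved by more than 1.5 times. The cause was not tested for the t-test, and for the processed signals it was tested only in part. Among the 333 genes called lower at 12 h with the processed signals only, 40.5% (95% interval 35.2 to 46.0) were dim in a dye on at least 1 array, against 16.1% of all genes. Of the 128 called higher with them only, 71.1% were dim. At 24 h the shares were 34.0% (29.1 to 39.1) of 368 and 96.2% of 159, against 29.4% of all genes. Among genes that were dim on no array, 198 extra calls were lower and 37 higher at 12 h, and 243 and 6 at 24 h, which argues against the treatment of dim spots as the whole cause at both times. Whether it added to the lower calls of dim genes at 12 h stays open.

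The share of up-regulated genes among the calls was 53.8% at 12 h and 55.5% at 24 h, and it fell to 45.9% and 48.7% with the processed signals, to 45.9% and 48.6% with the authors' normalized values, and to 48.4% and 49.8% where both dyes had to be above background. Median centring gave 61.4% at 12 h. Loess on probes above background moved the median of all genes to 0.15 at 24 h, and no other alternative moved it by more than 0.1. With single arrays left out, 717 to 739 genes were up-regulated and 596 to 653 down-regulated at 12 h, 990 to 1051 and 765 to 848 at 24 h, and 791 to 833 and 696 to 775 had a higher or lower ratio at 24 h than at 12 h. When the dyes were exchanged on single arrays, only the real arrangement, 1 of 4 at either time, had as many calls, and with 4 arrangements this count cannot by itself decide on chance. The real arrangement called 1344 genes at 12 h and 1837 at 24 h, and every other arrangement called 0. An exchange turns the sign of real ratios on its array and widens the spread, so this 0 says little about chance. Limma's adjusted p was under 0.05 for each called gene, which argues against chance as the cause of either set.

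The median of the flagellar cluster, 0.47 at 12 h and 0.36 at 24 h, stayed above 0. Median centring moved it to 0.83 and 0.80. At 24 h it was 0.25 with the processed signals and with the authors' normalized values, and 0.35 to 0.45 with single arrays left out, the highest without replicate 1. The cause was not tested.

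Of the 338 values of named genes, 201 were called, and 157 of these were called under every alternative that measured them. Median centring lost 20 calls and gained 14, the processed signals and the authors' normalized values each gained 21 and lost 0, the t-test lost 10 at the methods' threshold and 31 after Benjamini-Hochberg adjustment, scale normalization lost 3 and gained 7, and no background subtraction gained 6. Loess on probes above background lost 1 and gained 3, the arithmetic mean lost 2, and normexp without an offset gained 12. The methods' threshold, the SAM-type statistic, the fit of each time point alone and keeping the spots with an outlier mark changed none. The filters measured 325 and 258 of the 338 values and changed no call among them. Most calls that 1 array decides are given with the genes, and others were Cbei_4905 at 12 h (0.90 without replicate 2), Cbei_4761 at 12 h (-0.93 without replicate 1 and -0.98 without replicate 2) and Cbei_2231 at 24 h (-0.71 without replicate 1).

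With the replicate number as a block, 725 genes were up-regulated and 621 down-regulated at 12 h, and 824 and 745 had a higher or lower ratio at 24 h than at 12 h. Arrays with the same number did not deviate together from the mean of their time point (r of -0.16, -0.08 and -0.02 across genes), so no pairing by number is seen in the values. They cannot say whether arrays with the same number came from the same culture. The block changed no call of a named gene.

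A few alternatives chosen beforehand were not run. Leaving out saturated spots changes nothing, as 0 spots were saturated and the outlier marks were already used. All arrays lay on 1 slide and in 1 scan, so neither can be a block. Groups by product name need gene names that the files used here do not pair with the locus tags. The SAM-type statistic, the t-test, the arithmetic mean and the separate fits were not run for the difference between the times. Signal over background limits the ratios of dim genes, and Cy3 was above background for 71.9% of genes on replicate 1 of 24 h.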

Differences from the paper's values

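The comparison used fold changes in the form the paper defines, in which a negative fold change is a lower transcript level with CaCO_3_. Of 127 values that the paper states and that were computed here, 65 differed by more than the spread between arrays or in sign. For some genes this spread is small, so that values close to each other count as different. Among the 51 fold changes in the paper's text, 31 differed by this measure. Of these 31, 7 were more than 1.5 times apart or of other sign, and 26 were smaller in size here than in the paper. The numbers of up-regulated and down-regulated genes were within 1.5 times of the paper's. For 50 of the 65, the scanner software's processed signals and the authors' normalized values, both chosen as alternatives before the data were examined, came close enough to the paper's not to differ by that measure, and for 34 of these no other alternative did. For 12 of the 65 no alternative chosen before the data were examined did, and for the last 3 another alternative did. Across the 51 fold changes in the paper's text, the authors' normalized values were within 2% of the paper's for 42.

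No alternative planned before the data were examined reached these fold changes of the text. They are Cbei_4609 at 12 h (6.05 in the paper, 1.11 here), Cbei_1120 at 24 h (a decrease of 4.79 in the paper, 2.56 here) and Cbei_2270 at 24 h (a decrease of 5.07 in the paper, -1.38 here, which is a rise). Also in this group are Cbei_0494 at 24 h (-2.14 in the paper, -3.46 here), Cbei_4018 at 24 h (5.8 in the paper, 8.51 here) and Cbei_4019 at 24 h (2.86 in the paper, 9.01 here). For Cbei_0491 at 24 h, which the paper names both as MreB and as PBP2, the fold change given for PBP2 is -4.42 in the paper and -5.03 here, and only scale normalization between arrays came within the spread of it (-4.27). In the authors' normalized values, the fold change of Cbei_0494 at 24 h was -4.42 and that of Cbei_0493 was -2.14, rounded values that 3 and 7 genes had at 24 h. There, 6.05 at 12 h was the value of 1 gene, Cbei_4006. At 24 h, 5.8 was the value of 2 genes, Cbei_4183 among them, 2.86 of 3 genes, Cbei_4184 among them, and 5.31 of 2 genes, Cbei_4550 among them. Cbei_0493, Cbei_4006, Cbei_4183, Cbei_4184 and Cbei_4550 were chosen after their values were seen. Cbei_4552 at 24 h is 5.31 in the paper and 4.11 here, and only median centring (6.21) and leaving out replicate 1 of 24 h (4.67) came within the spread.

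Only the scanner software's processed signals and the authors' normalized values, and no other alternative chosen before the data were examined, closed the gap for the following fold changes of the text. They are Cbei_2040 at 24 h (4.69 in the paper, 2.8 here), Cbei_1458 at 24 h (41.18 in the paper, 20.7 here), Cbei_4936 at 24 h (39.86 in the paper, 32.4 here) and Cbei_1937 at 24 h (11.52 in the paper, 8.08 here). Others are Cbei_1120 at 12 h (a decrease of 2.76 in the paper, 1.97 here), Cbei_2219 at 12 h (2.24 in the paper, 1.64 here), Cbei_3569 at 24 h (-7.33 in the paper, -5.43 here) and Cbei_3576 at 24 h (-7.6 in the paper, -5.52 here). To these belong Cbei_3037 at 24 h (16.6 in the paper, 13.9 here), Cbei_1117 at 24 h (a decrease of 3.12 in the paper, 2.35 here), Cbei_1173 at 24 h (-3.01 in the paper, -2.33 here) and Cbei_0491 at 24 h (-5.28 in the paper, -5.03 here). With them go Cbei_0492 at 24 h (-2.1 in the paper, -1.74 here), Cbei_3365 at 24 h (-3.66 in the paper, -2.93 here) and Cbei_0755 at 24 h (a decrease of 3.31 in the paper, 2.86 here).

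The same 2 sets of values and some further alternatives came within the spread of other fold changes of the text, while the remaining ones did not. For Cbei_0305 at 12 h (3.36 in the paper, 2.74 here), this held for no background subtraction, scale normalization, leaving out replicate 1 of 12 h and leaving out replicate 2 of 12 h. For Cbei_0305 at 24 h (4.01 in the paper, 2.98 here), this held for loess on probes above background. For Cbei_4936 at 12 h (164.7 in the paper, 122 here), this held for scale normalization, the arithmetic mean of linear ratios and leaving out replicate 2 of 12 h. For Cbei_1937 at 12 h (159.77 in the paper, 117 here), this held for scale normalization and leaving out replicate 2 of 12 h. For Cbei_3569 at 12 h (-14.28 in the paper, -11.6 here), this held for scale normalization. For Cbei_3576 at 12 h (-14.65 in the paper, -12.0 here), this held for scale normalization. For Cbei_0830 at 24 h (4.98 in the paper, 5.33 here), this held for no background subtraction, leaving out replicate 2 of 24 h and leaving out replicate 3 of 24 h. For Cbei_1213 at 24 h (-3.88 in the paper, -2.81 here), this held for median centring and leaving out replicate 1 of 24 h.

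The next values of the paper were read by eye from Fig. 5 and Table 2. In Fig. 5, read by eye, no alternative of that kind reached Cbei_1164 at 24 h (about -1.2 in the paper, -1.60 here), Cbei_1165 at 24 h (about -170 in the paper, -1.14 here) and Cbei_2231 at 12 h (about -1.1 in the paper, 1.13 here). In Fig. 5, read by eye, no alternative of that kind reached Cbei_2833 at 12 h (about 3.2 in the paper, -1.01 here) and Cbei_2833 at 24 h (about -4.9 in the paper, 1.26 here). In Table 2, read by eye, no alternative of that kind reached Cbei_0769 at 24 h (about -3.6 in the paper, -2.4 here). For Cbei_4609 at 24 h (about -1.2 in the paper, -1.76 here), read by eye in Fig. 5, only median centring did (-1.45). Read by eye in Fig. 5, only the processed signals and the authors' normalized values closed the gap for Cbei_3835 at 24 h (about 1.1 in the paper, 1.18 here), Cbei_4899 at 24 h (about -1.2 in the paper, -1.02 here), Cbei_1853 at 12 h (about 3.6 in the paper, 2.77 here) and Cbei_4042 at 12 h (about 2.6 in the paper, 1.96 here). The same holds in Fig. 5, read by eye, for Cbei_4042 at 24 h (about 3.1 in the paper, 1.92 here), Cbei_1749 at 24 h (about 7 in the paper, 6.25 here), Cbei_1750 at 24 h (about 9.3 in the paper, 7.43 here) and Cbei_4516 at 24 h (about -23 in the paper, -18.1 here). It holds too, in Fig. 5 read by eye, for Cbei_4515 at 24 h (about -26 in the paper, -20.5 here), Cbei_0028 at 24 h (about -5.9 in the paper, -4.66 here), Cbei_4517 at 24 h (about -17 in the paper, -11.0 here) and Cbei_4518 at 24 h (about -20 in the paper, -15.1 here). Likewise in Fig. 5, read by eye, for Cbei_4519 at 24 h (about -17 in the paper, -11.3 here) and Cbei_1458 at 12 h (about 2 in the paper, 1.51 here). Read by eye in Table 2, only the processed signals and the authors' normalized values closed the gap for Cbei_2569 at 24 h (about 5.5 in the paper, 4.58 here), Cbei_2653 at 12 h (about -3.1 in the paper, -2.09 here), Cbei_4046 at 12 h (about 2.4 in the paper, 1.91 here) and Cbei_1662 at 12 h (about -2.8 in the paper, -1.96 here). The same holds in Table 2, read by eye, for Cbei_1662 at 24 h (about -3.3 in the paper, -1.91 here). For Cbei_3835 at 12 h (about 1 in the paper, 1.11 here), read by eye in Fig. 5, the gap closed with both sets of values, and with leaving out replicate 2 of 12 h. For Cbei_4899 at 12 h (about -2.5 in the paper, -2.05 here), read by eye in Fig. 5, the gap closed with both sets of values, and with scale normalization and leaving out replicate 3 of 12 h. For Cbei_0028 at 12 h (about -10 in the paper, -8.08 here), read by eye in Fig. 5, the gap closed with both sets of values, and with scale normalization. For Cbei_4517 at 12 h (about -18 in the paper, -13.5 here), read by eye in Fig. 5, the gap closed with both sets of values, and with scale normalization and leaving out replicate 3 of 12 h. For Cbei_4519 at 12 h (about -19 in the paper, -14.8 here), read by eye in Fig. 5, the gap closed with both sets of values, and with scale normalization. For Cbei_2769 at 12 h (about 370 in the paper, 237 here), read by eye in Table 2, the gap closed with both sets of values, and with scale normalization. For Cbei_3134 at 12 h (about -2.4 in the paper, -2.13 here), read by eye in Table 2, the gap closed with both sets of values, and with scale normalization, leaving out replicate 1 of 12 h and leaving out replicate 3 of 12 h. For Cbei_4046 at 24 h (about 4.3 in the paper, 3.07 here), read by eye in Table 2, the gap closed with both sets of values, and with loess on probes above background.

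The paper's text has more down-regulated than up-regulated genes in each phase, while Fig. 2A shows more up-regulated than down-regulated genes at 12 h, and here more genes were called up-regulated (723 against 621 at 12 h and 1020 against 817 at 24 h). The processed signals (809 against 953 and 1125 against 1185), the authors' normalized values (810 against 954 and 1127 against 1194) and the filter for both dyes above background (497 against 530 and 729 against 736) gave the order of the paper's text. The paper states that enzymes of acid production did not differ, and Cbei_1164, Cbei_1165 and Cbei_4899 were called lower at 12 h (-1.29, -1.23 and -1.04). For the first and second of them the fold changes at 12 h printed in Fig. 5, read by eye, were about -2.3 and about -2.4 and did not differ from those here (-2.44 and -2.34), so this is a difference from the statement only. Median centring left the first and second of them uncalled, the t-test with Benjamini-Hochberg adjustment left Cbei_4899 uncalled, and so did leaving out replicate 1 or 2 of 12 h. It states that all 4 genes for the conversion of pyruvate to acetyl-CoA rose at both phases, and Cbei_2063 (0.30) and Cbei_1458 (0.60) at 12 h and Cbei_4042 at both times (0.97 and 0.94) were not called. For Cbei_2063 at 12 h, Fig. 5, read by eye, prints a fold change of about 1.2, which did not differ from the 1.23 here. For this gene the difference is from the statement only. The processed signals and the authors' normalized values called Cbei_1458 at 12 h (1.01) and Cbei_4042 at both times (1.38 and 1.64). Cbei_4042 was also called with scale normalization (1.08) and without replicate 2 (1.05) at 12 h, and with no background subtraction (1.07), loess on probes above background (1.15) and without replicate 1 (1.01) at 24 h. Normexp without an offset, chosen after the data were seen, called it at 12 h (1.24) and at 24 h (1.28). For Cbei_1722 and Cbei_2181 the paper reports no change, and both were called lower at 24 h (-3.95 and -3.49) under every alternative run.

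The paper states that enzyme I and HPr fell, which held at 24 h, while neither Cbei_0196 (-0.38) nor Cbei_1219 (-0.62) was called at 12 h under any alternative. The exception it makes for ROK family gene Cbei_4565 held at 24 h, and at 12 h the gene was not called (0.15). Cbei_1120 was not called at 12 h (-0.98), and it was with no background subtraction (-1.01), the processed signals and authors' normalized values (-1.46), median centring, scale normalization (-1.09), without replicate 2 of 12 h (-1.03) and, chosen after the data were seen, normexp without an offset (-1.15). For Cbei_0217 the paper gives the same large rise at 12 h as for its neighbours, and it was 3.01-fold here, with 3.2-fold in the authors' normalized values. The size it gives for the fall of Cbei_4515 and Cbei_4516 is also given for Cbei_5074, which was 4.18-fold and 2.72-fold lower, or 4.68-fold and 2.91-fold in the authors' normalized values. The paper prints different 24 h values for *spo0A* at its separate mentions, and Cbei_1712 at 24 h was 2.20-fold lower (median centring left it uncalled, -0.54). For the 6 genes of phenylalanine, tyrosine and tryptophan biosynthesis the paper gives one larger size at 24 h, and here they were 6.25-fold (Cbei_1749) to 8.21-fold (Cbei_1753), against 7.03-fold (Cbei_1749) to 15.1-fold (Cbei_1753) in the authors' normalized values. Cbei_2219 was not called at 12 h (0.71), except with the processed signals and the authors' normalized values (1.16).

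Of the sigma-70 genes that the paper lists as lower at both phases, Cbei_0135 was not called at 12 h (-0.22) or 24 h (-0.91), and Cbei_3675 was not called at 12 h (-0.82) or 24 h (-0.33). The processed signals and the authors' normalized values called Cbei_0135 at 24 h (-1.06) and Cbei_3675 at 12 h (-1.32), median centring called Cbei_3675 at 12 h (-1.00), and so did normexp without an offset, chosen after the data were seen (-1.02). Cbei_0831, which the paper gives as lower at 12 h, was not called (-0.63) except without replicate 2 of 12 h (-1.04). The paper's fold change for it, -1.56, did not differ from the -1.55 here, so only the call is missing. Cbei_0492 is lower at 24 h in the paper and was not called (-0.80) except with the processed signals and the authors' normalized values (-1.07). The paper's exceptions in the flagellar cluster do not include Cbei_4308, which was called higher at 12 h (1.57), while the rise in Table 2, about 2.8-fold read by eye, did not differ from the 2.96-fold here. It reports *flgB* and *flgC* as lower at 24 h, and Cbei_4271 (0.00) and Cbei_4270 (-0.72) were not called under any alternative. Cbei_1662, which the paper counts as regulated by CaCO_3_, was not called at 12 h (-0.97) or 24 h (-0.93). At both times it was called with no background subtraction (-1.00 and -1.02), the processed signals and the authors' normalized values (-1.48 and -1.74), median centring (-1.18 at 24 h) and without replicate 1 of the same time (-1.07 and -1.00). Scale normalization called it at 12 h (-1.08), and normexp without an offset, chosen after the data were seen, at both times (-1.14 and -1.19).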

Other observations

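The test of the spike-in controls was chosen only after its result was seen, and that of the gradient along the chromosome before.

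Control probes for RNA spiked into the samples had a higher ratio at 24 h than at 12 h relative to the median of the genes, 2.11 ± 0.24 (SD, n = 3) at 12 h and 3.04 ± 0.21 (SD, n = 3) at 24 h on the log2 scale. Every 24 h array was above every 12 h array (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). The Cy5 signal of the spike-in probes rose by 0.34 between the times, while the Cy5 signal of the genes fell by 0.67. More spike-in in the CaCO_3_ sample at 24 h and less labelled RNA from these cells could both give this, and they cannot be told apart, because both signals moved. The log2 ratios of genes are relative to the other genes of an array, so a change of all transcripts together is not seen in them.

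A gradient of gene dosage along the chromosome could accompany a difference in growth between the cultures. Over 5090 genes, Spearman's rho of the log2 ratio with the distance from the first locus tag was 0.0129 at 12 h and 0.0907 at 24 h, across genes, which are not independent. Rotations of the gene order gave rho between -0.12 and 0.12 at 24 h (p = 0.527) and between -0.03 and 0.03 at 12 h (p = 0.767). A trend of this size and none cannot be told apart here, because rho lies within the range of the rotations at both times.

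The highest log2 ratio at 12 h was that of Cbei_2769 (7.89) and at 24 h that of Cbei_1404 (7.85), whose Cy3 was above background on 1 of 3 arrays at 24 h. The lowest at both times was that of Cbei_2188 (-6.71 at 12 h and -6.16 at 24 h).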
